# RNA-binding proteins regulate aldosterone homeostasis in human steroidogenic cells

**DOI:** 10.1261/rna.078727.121

**Published:** 2021-08

**Authors:** Rui Fu, Kimberly Wellman, Amber Baldwin, Juilee Rege, Kathryn Walters, Antje Hirsekorn, Kent Riemondy, William E. Rainey, Neelanjan Mukherjee

**Keywords:** RNA decay, RNA-binding proteins, gene expression kinetics, transcriptomics, steroid hormone

## Abstract

Angiotensin II (AngII) stimulates adrenocortical cells to produce aldosterone, a master regulator of blood pressure. Despite extensive characterization of the transcriptional and enzymatic control of adrenocortical steroidogenesis, there are still major gaps in the precise regulation of AngII-induced gene expression kinetics. Specifically, we do not know the regulatory contribution of RNA-binding proteins (RBPs) and RNA decay, which can control the timing of stimulus-induced gene expression. To investigate this question, we performed a high-resolution RNA-seq time course of the AngII stimulation response and 4-thiouridine pulse labeling in a steroidogenic human cell line (H295R). We identified twelve temporally distinct gene expression responses that contained mRNA encoding proteins known to be important for various steps of aldosterone production, such as cAMP signaling components and steroidogenic enzymes. AngII response kinetics for many of these mRNAs revealed a coordinated increase in both synthesis and decay. These findings were validated in primary human adrenocortical cells stimulated ex vivo with AngII. Using a candidate screen, we identified a subset of RNA-binding protein and RNA decay factors that activate or repress AngII-stimulated aldosterone production. Among the repressors of aldosterone were BTG2, which promotes deadenylation and global RNA decay. BTG2 was induced in response to AngII stimulation and promoted the repression of mRNAs encoding prosteroidogenic factors indicating the existence of an incoherent feedforward loop controlling aldosterone homeostasis. These data support a model in which coordinated increases in transcription and decay facilitate the major transcriptomic changes required to implement a prosteroidogenic expression program that actively resolves to prevent aldosterone overproduction.

## INTRODUCTION

Angiotensin II (AngII) is a potent octapeptide hormone that binds to angiotensin II receptor type 1 (AGTR1) in adrenal zona glomerulosa cells to stimulate the production of the mineralocorticoid aldosterone from cholesterol. The primary function of aldosterone is to regulate blood pressure and volume through the control of renal salt excretion (Gross and Gysel 1954). Additional functions of aldosterone discovered more recently include directly mediating cardiac and vascular remodeling (Feldman 2014; Monticone et al. 2018). Aldosterone is a small, nonpolar, and hydrophobic steroid hormone that passes through the cell membrane upon production. Given the lack of intracellular aldosterone, it must be produced de novo in response to steroidogenic stimuli. Thus, it is critical to tightly control the timing and amount of de novo aldosterone production. Pathological aldosterone excess, such as in primary aldosteronism, leads to hypertension and increased cardiovascular risk in humans (Monticone et al. 2018; Nanba et al. 2019; Brown et al. 2020). Although the stimulatory effect of AngII upon aldosterone secretion has been extensively studied, the temporal regulation of the AngII response, which is critical for maintaining aldosterone homeostasis, remains poorly understood.

The temporal coordination of AngII-stimulated aldosterone biosynthesis is described in two stages: an “early regulatory step” (minutes) and a “late regulatory step” (hours) (Nogueira et al. 2009; Hattangady et al. 2012). The early regulatory step is characterized by rapid signaling pathways promoting cholesterol mobilization. A key part of the early step is inducing the expression of Steroidogenic Acute Regulatory Protein (STAR) that transports cholesterol from the outer to inner mitochondrial membrane allowing for conversion by CYP11A1 into the pregnenolone, which is a precursor for the production of all steroid hormones including aldosterone. The late regulatory step is characterized by inducing the expression of steroid biosynthesis enzymes such as aldosterone synthase (CYP11B2). Although the temporal order of the AngII gene expression response underlies both regulatory steps, there has not been an examination of steroidogenic transcriptome dynamics with sufficient temporal resolution to systematically identify distinct response kinetics.

There are two prototypical examples of coordinated temporal expression responses that feature different regulatory strategies. One example utilizes a cascade of transcription factor activity to generate waves of temporal expression patterns. Transcriptional cascades have been observed in the yeast cell cycle and innate immune responses (Luscombe et al. 2004; Smale 2012). The other example relies on intrinsic differences in the stability between induced transcripts to generate sequential response patterns. Specifically, the time to peak response is inversely correlated with the stability of the transcript, and thus unstable RNAs will exhibit more rapid induction and return to baseline than stable RNAs (Palumbo et al. 2015). This post-transcriptionally regulated model of temporal coordination of response kinetics has been observed largely in immune and inflammation responses (Hao and Baltimore 2009; Elkon et al. 2010; Rabani et al. 2011). Interestingly, increasing the decay rate of transcriptionally induced RNAs results in a kinetic response with a quicker time to peak expression and return to baseline. This strategy of increasing synthesis and decay has been observed in the yeast oxidative stress response and immune activation of mouse dendritic cells (Shalem et al. 2008; Rabani et al. 2014). A lack of response resolution in both of those biological systems would lead to deleterious effects for the cell and organism, much like the uncontrolled resolution of aldosterone production.

RNA-binding proteins (RBPs) are a class of trans-acting regulatory factors that control all aspects of RNA metabolism (Gerstberger et al. 2014). Many RBPs have been shown to control the stability of mRNAs through interactions with cis-regulatory elements in the 3′-UTR of their target RNAs (Keene 2007). RBPs binding to AU-rich elements are one of the most well-characterized examples for the regulation of RNA stability and have been associated with controlling the temporal order and shape of immune response kinetics (Hao and Baltimore 2009; Elkon et al. 2010; Rabani et al. 2014). General regulators of RNA stability, such as factors that modify deadenylation, can also control the temporal response kinetics of induced RNAs and may do so in cardiac hypertrophy (Mauxion et al. 2008; Masumura et al. 2016; Stupfler et al. 2016). In spite of the importnace of RBPs in the regulation of decay, expression kinetics, and many other post-transcriptional processes, their role in AngII-mediated aldosterone production is poorly characterized.

To understand the molecular basis and role of RNA regulation on the kinetics of the AngII-aldosterone gene regulatory program, we measured transcriptome dynamics at high-resolution applying RNA-seq on a steroidogenic human cell line (H295R) stimulated with AngII. While transcriptional control was clearly prominent, RNA decay rates determined the time to maximal change in expression. Furthermore, we observed AngII-dependent increases in RNA decay for many transcriptionally induced RNAs, including those encoding key prosteroidogenic proteins. These findings were validated in primary human adrenocortical cells stimulated ex vivo. We identified RBPs and RNA decay factors that either activate or repress aldosterone production. Finally, we found that AngII-induced RNA decay factor BTG2 represses aldosterone production and promotes the clearance of steroidogenic RNAs. Together, these data support a model in which coordinated increases in transcription and RNA decay facilitates the major transcriptomic remodeling required to implement a prosteroidogenic gene expression program that is temporally restricted to prevent aldosterone overproduction.

## RESULTS

### Identification of genes with temporally distinct AngII-response kinetics in H295R cells

To delineate the temporal coordination of the AngII-induced gene expression response, we performed a high-resolution (twelve time points in duplicate) AngII stimulation RNA-seq time course in H295R cells (Fig. 1A). 

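H295R is a human adrenocortical carcinoma line that makes aldosterone, cortisol and androgens, and AngII (angiotensin II) is the peptide hormone that drives its aldosterone output. Cells were stimulated with 10 nM AngII, and RNA from 24 libraries was sequenced, 2 at each of 12 times. The authors depleted ribosomal RNA and estimated reads and TPM with Salmon for every mature transcript and for the unspliced precursor of each gene. The 2 libraries of a time held 24649866 and 35047391 at 0 h, 30895767 and 51146783 at 0.25 h, 27408710 and 29888299 at 0.5 h, 25723420 and 39779326 at 0.75 h, 27724990 and 32336088 at 1 h, 31555450 and 34102043 at 1.5 h mature RNA reads. Later times held 27250036 and 34881895 at 2 h, 31466897 and 45045727 at 3 h, 25082745 and 37878170 at 4 h, 27108863 and 33923521 at 6 h, 27468264 and 35038155 at 8 h, and 28714198 and 38252095 at 24 h. The median over the 24 libraries was 31511174 reads, and precursors took 15.0 to 22.5% of the reads of a library. Estimated reads were summed over the mature transcripts of each gene and rounded to whole numbers. Each time was then compared with 0 h by the quasi-likelihood test of edgeR, with TMM normalization and a term for each time, over 18015 genes that passed the low count filter. A gene was called changed at an adjusted p of at most 0.001 and a change over 2-fold, the thresholds the paper gives.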

Rather than poly(A)-enrichment, we performed rRNA depletion to enable measurement of both precursor and mature RNAs. 

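Replicate cultures were more alike within a time than between the extremes of the response. Pearson's r of log2(TPM + 0.1) over genes ranged from 0.995 to 0.997 between the 2 libraries of a time, and the lowest r between any 2 libraries was 0.971. For 13 of the 24 libraries the nearest library was the other replicate of the same time, and for 9 it carried the same replicate number. These correlations are taken across genes, so they measure how alike libraries were and carry no p value.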

The data were high quality as samples clustered first by replicates (*r* ∼ 0.99) and then time post-stimulation (Supplemental Fig. 1A,B). First, we focused on changes in mature RNA (sum of all mature transcripts per gene, Supplemental Table 1). PCA analysis clearly indicated differences in gene expression as early as 15 min with the largest remodeling of the transcriptome occurring ∼6–8 h post-stimulation (Fig. 1B). Furthermore, the return toward the unstimulated state by 24 h suggests that this time course captures most of the AngII-induced changes in RNA levels in this system. 

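Within 15 min AngII had raised the mRNAs of 3 immediate early transcription factors, the only genes called by edgeR at that time: FOS (log2 fold change 3.17 at 0.25 h, standard error 0.34, adjusted p = 1.4e-04), EGR1 (log2 fold change 1.99 at 0.25 h, standard error 0.19, adjusted p = 4.2e-05) and JUN (log2 fold change 1.59 at 0.25 h, standard error 0.15, adjusted p = 4.2e-05). FOS and JUN pair as the AP-1 factor and EGR1 binds GC-rich promoters, so the first wave was one of regulators. JUN is named here because it completed this set of 3, after its value was seen. The widest change of the transcriptome came at 6 to 8 h, when the mRNA of aldosterone synthase, CYP11B2 (ENSG00000179142, chromosome 8:142910559–142917843), was near its height (log2 fold change 6.01 at 8 h, standard error 0.32, adjusted p = 1.0e-11). In a principal component analysis of log2 CPM the first component held 49.3% and the second 12.2% of the variance. The Euclidean distance of the mean profile from 0 h was 49.98 at 0.25 h, 109 at 6 h, 112 at 8 h and 62.2 at 24 h. The 2 replicates of a time lay 63.2 to 76.3 apart, so at 0.25 h the distance from 0 h was within the spread of replicates and the early change rests on the 3 genes named, a call lost without either library of 0 h.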

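Most of the response was over by 24 h, yet the last steps of steroid synthesis and several secreted peptides stayed high. CYP11B2 remained up (5.54), as did CYP11B1, the 11β-hydroxylase that completes cortisol (2.60), TAC1, the precursor of substance P (3.67), and the secreted neuropeptide precursor VGF, which had its largest change there (2.99). The early regulators were no longer called: FOS was at -0.14, NR4A1 at -0.49 and BTG2 at 0.17. edgeR called 3 genes at 0.25 h, 16 at 0.5 h, 33 at 0.75 h, 39 at 1 h, 76 at 1.5 h and 136 at 2 h, nearly all of them risen. Counts then grew to 343 at 3 h, 684 at 4 h, 1312 at 6 h (939 up, 373 down) and 1403 at 8 h (1016 up, 387 down). At 24 h 120 genes were called (98 up, 22 down). Scaled to spike-in RNA instead of to the bulk of genes, the balance leaned further to rises: 444 up and 48 down at 4 h (against 542 and 142), 906 up and 124 down at 6 h, 1220 up and 122 down at 8 h and 35 up and 2 down at 24 h. From this return the paper proposes that the 24 h of sampling captured most of the AngII response.

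**Figure D1:**
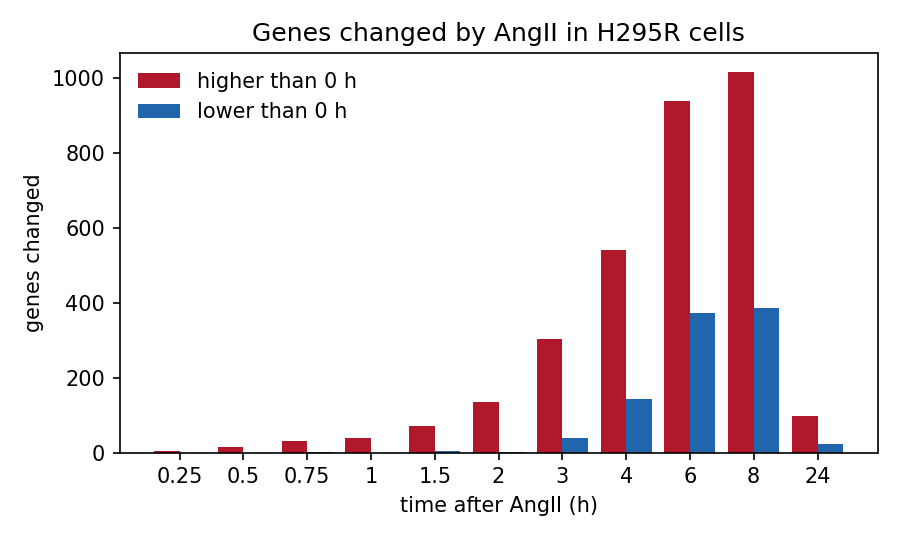
Genes changed against 0 h at each time after AngII (edgeR, adjusted p of at most 0.001 and over 2-fold, n = 2 libraries per time), with rises and falls counted separately.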

Next, we determined the genes exhibiting statistically significant changes (FDR ≤ 0.001 and greater than twofold change) in mature RNA expression at any time point of AngII treatment versus unstimulated (*n* = 2417). 

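Transcription factors made up most of the largest rises with AngII in H295R cells. The 10 largest rises were taken among protein-coding genes with an average log2 CPM of at least 1 and no overlap between libraries, and 6 of them were immediate early transcription factors: FOS (8.04 at 1.5 h), FOSB (7.64 at 2 h), EGR1 (7.59 at 1.5 h), NR4A2 (7.18 at 2 h), FOSL1 (7.09 at 6 h) and EGR2 (6.52 at 3 h). The others were PMEPA1, a feedback inhibitor of TGF-β signaling (log2 fold change 9.19 at 8 h, standard error 0.30, adjusted p = 3.2e-14), DHRS9, a dehydrogenase of retinoids and steroids (8.21 at 8 h), INHBA, the subunit of activin A (6.77 at 6 h), and TAC1 (6.59 at 8 h). Falls were smaller. The largest was that of ADRA2A, an inhibitory adrenergic receptor (log2 fold change -2.83 at 6 h, standard error 0.10, adjusted p = 3.5e-14), and among the next were the clock-output factor DBP (-2.62 at 8 h), the cytokine receptor IL22RA1 (-2.55), the autophagy-linked TMEM74 (-2.53), the zinc finger gene ZFP14 (-2.49), the sodium channel SCN1A (-2.43), the secreted ISM1 (-2.41), TNFAIP8L1 (-2.30) and the tubulin TUBB8 (-2.23). In all, edgeR called 1819 of the tested genes at some time, with 1211 whose largest change was a rise and 608 a fall. With 2 cultures of 1 cell line per time, the calls describe these cells and not adrenal tissue.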

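AngII raised mRNAs of growth factors, matrix proteins and feedback inhibitors. Of 19 growth factors and secreted peptides tested, 10 rose and 0 fell, among them the EGF-receptor ligand HBEGF (log2 fold change 4.44 at 4 h, standard error 0.16, adjusted p = 1.1e-13), the neurotrophin BDNF (4.27 at 6 h) and the calcium-regulating STC1 (2.56). Feedback inhibitors of MAP kinases followed, with 8 of 13 up and 2 down (9 up when adjusted over the list alone): the ERK phosphatases DUSP4 (3.33 at 8 h) and DUSP5 (3.54 at 6 h) and the receptor-signal inhibitor SPRY2 (2.91) rose, whereas DUSP10, which targets p38 and JNK, fell (-2.00 at 8 h). Matrix and cytoskeleton genes gave 4 rises in 14, including the matricellular CYR61 (log2 fold change 4.86 at 2 h, standard error 0.19, adjusted p = 4.8e-12), CTGF (3.97 at 6 h) and THBS1 (2.47), with no rise called for the basement membrane collagen COL4A1 (0.77). Of 6 cytokine and chemokine genes 2 rose over all genes and 3 when adjusted over the list alone. They were the IL-6 family cytokine LIF (log2 fold change 5.06 at 6 h, standard error 0.20, adjusted p = 1.2e-13) and the NF-κB inhibitor TNFAIP3 (2.40), without a call for NFKBIA (-0.52), and CXCL2 (3.41 at 2 h) was the gene added by the list alone. Among other genes the paper names, 7 of 18 rose, including the transcriptional co-regulator CITED2 (3.30 at 4 h), but the study chose these genes on the same samples, so this list is not independent evidence.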

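AngII also lowered some mitosis mRNAs and changed clock genes in both directions. All 8 mitosis genes called out of 25 fell, led by the mitotic kinesin KIF20A (log2 fold change -1.99 at 6 h, standard error 0.05, adjusted p = 5.9e-16) and the anaphase activator CDC20 (-1.55 at 6 h), with the checkpoint kinase BUB1B (-1.13) and cyclin A2, CCNA2 (-1.07). Of 16 circadian genes 4 only rose, 4 only fell and 2 did both at different times (6 up and 6 down when adjusted over the list alone). The repressor BHLHE40 rose (log2 fold change 3.50 at 6 h, standard error 0.11, adjusted p = 9.9e-15), and the heme receptor NR1D1 fell (-1.43 at 8 h) and then rose (1.06 at 24 h), the mirror image of the repressor CRY1 (1.22 at 8 h and -1.07 at 24 h). Lists tied to basal growth stayed level: 0 of 77 ribosomal protein genes (RPL6 0.28, RPS6 0.28), 0 of 19 replication-dependent histones (HIST1H1D -0.60) and 0 of 13 mitochondrial mRNAs (MT-CO1 0.25) were called. Channels and pumps linked to primary aldosteronism gave 1 rise in 9, that of the T-type calcium channel CACNA1H (log2 fold change 1.88 at 8 h, standard error 0.12, adjusted p = 1.8e-10), with no call for KCNJ5 (-0.83) or KCNK3 (1.00). Zona glomerulosa genes gave 2 rises and 1 fall in 10, and zona fasciculata and reticularis genes 3 rises in 8. Markers of other cell types were scarce: 1 of 7 fibroblast genes rose (the proteoglycan LUM, 4.97 at 8 h), and none of 2 endothelial (KDR 1.71), 2 macrophage (CD14 -1.17), 2 medullary (CHGB 0.64) or 2 smooth muscle (ACTA2 0.56) genes was called.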

The changes in expression measured by RNA-seq were recapitulated (*R* > 0.95) by qRT-PCR for a subset of differentially expressed genes (Supplemental Fig. 1C). Differentially expressed coding and long-noncoding RNAs both exhibited the largest change in expression between 3 and 8 h (Fig. 1C). 

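Protein-coding and long noncoding genes called changed at some time followed the same broad wave. The median absolute log2 fold change of the 1549 coding genes rose from 0.48 at 3 h to 0.89 at 4 h, 1.28 at 6 h and 1.39 at 8 h, and was 0.28 at 24 h. For the 214 long noncoding genes it was 1.46 at 6 h, 1.44 at 8 h and 0.39 at 24 h. The 39 pseudogenes called moved mostly down, with a median of -1.02 at 6 h. The classes were compared only among genes already called, so their size depends on the threshold.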

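Some spliceosomal snRNA genes moved early, ahead of most mRNAs, but most snRNA genes tested were not called at any time. The 7 snRNA genes called had a median log2 fold change of 0.90 at 0.25 h, 1.55 at 1 h and 1.52 at 2 h, and 0.54 at 8 h and -0.03 at 24 h. Of these 0 were called at 0.25 h, 1 at 0.5 h and 5 at 0.75 h. Variant U1 genes rose, with RNVU1-6 (log2 fold change 1.65 at 0.75 h, standard error 0.20, adjusted p = 1.1e-04) and RNVU1-15 (log2 fold change 1.58 at 1 h, standard error 0.18, adjusted p = 2.6e-05), as did RNU11 of the minor spliceosome, which removes a small class of introns (log2 fold change 1.47 at 1 h, standard error 0.14, adjusted p = 2.3e-06), the U1-like RNU1-120P (2.01), the U2-like RNU2-63P and an unnamed copy of the U1 family (1.73 at 1 h). RNVU1-7 fell (-1.37 at 8 h), and the major genes RNU1-1 (-0.87) and RNU2-1 (-0.71) were not called. Other spliceosomal snRNA genes gave 1 rise in 9 (2 when adjusted over the list alone). Copies of these families are nearly identical and short, so reads cannot be assigned to 1 copy with certainty, and which copy rose is uncertain. RNU1-120P and RNU2-63P were chosen after their values were seen.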

Intriguingly, snRNAs appeared to be up-regulated rapidly, peaking around 2 h before returning to baseline.

**FIGURE 1.**
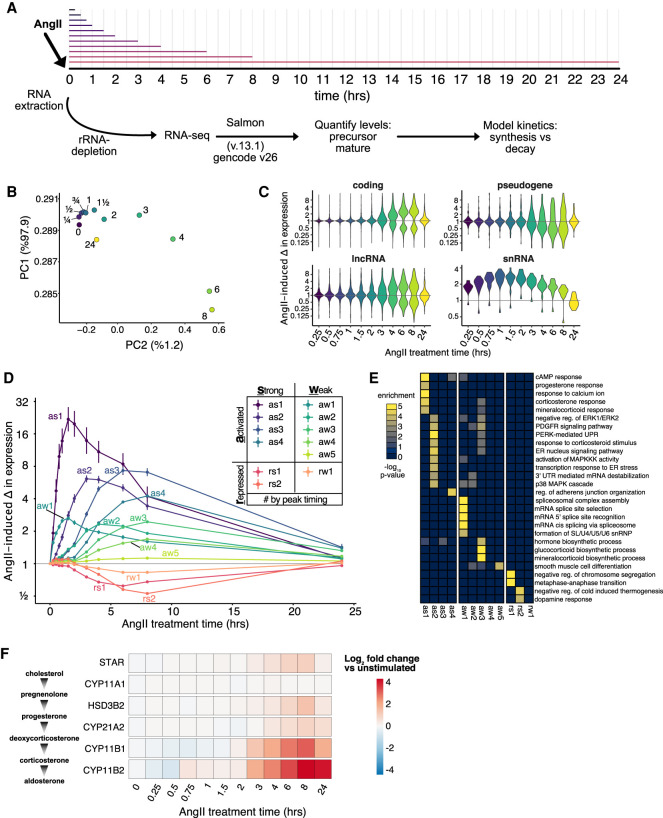
High-resolution AngII-response kinetics in H295R cells. (*A*) Cartoon of AngII treatment time course RNA-sequencing experiment. Total RNA is depleted for rRNA and precursor and mature RNA expression levels are calculated allowing modeling of synthesis and decay. (*B*) Scatter plot of the first two principal components calculated on a matrix of the mean expression level for each expressed gene at each time point (colors) after AngII stimulation. (*C*) Violin plot of the distribution of genes exhibiting statistically significant AngII-induced changes in expression per timepoint and category. (*D*) Line plot depicting the average change in expression (error bar represents standard error) relative to unstimulated cells for each group of genes with similar response kinetics determined by *k*-means clustering. Each color represents a specific group of genes with the name defined by the direction, shape, and timing of the AngII-induced response. (*E*) Heatmap of selected gene sets (Molecular Function ontology) that are significantly enriched in the AngII response groups. (*F*) Heatmap of log_2_-based fold changes in pre-mRNA and mature mRNA levels upon AngII stimulation compared to unstimulated cells for mRNAs encoding key steroidogenic enzymes.

To identify genes with similar temporal changes in expression, we performed *K*-means clustering on the mature expression level changes for the differentially expressed genes. This revealed 12 groups of genes with temporally distinct AngII-response kinetics (Fig. 1D; Supplemental Fig. 1D; Supplemental Table 2). 

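The rebuilt groups separated genes by the direction, size and time of their change. Log2 changes of all called genes were grouped by k-means into 12 groups and ordered, as in the paper, by direction, size and time of the peak of the mean profile, with a peak of at least 3-fold counted as strong. There were 7 strongly activated groups. The first (10 genes) and second (20 genes) peaked at 2 h, the third (46), the fourth (130) and the fifth (19) at 6 h, and the sixth (56) and seventh (157) at 8 h. Weakly activated groups peaked at 3 h (74 genes, mean fold 2.75), 6 h (321, 2.51) and 8 h (377, 2.53), and repressed groups at 6 h (198 genes, mean log2 -1.48) and 8 h (411, -1.13). Mitosis genes gathered in the second repressed group (odds ratio 13.7, adjusted p = 8.7e-04, Fisher's exact test over 312 pairs of list and group), with the clock-output genes CIART, HLF, NR1D1 and TEF (odds ratio 14.4, adjusted p = 0.0094). Growth factors gathered in the sixth strongly activated group (odds ratio 63.3, adjusted p = 0.0012: AREG, BDNF and SCG2). Numbers of groups need not match the paper's, so each is described by its order and peak. CIART, HLF and SCG2 are named as members of these overlaps, after the values were seen.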

The groups were labeled based on the direction (activated/repressed), magnitude (strong/weak), and timing of expression changes. For example, RNAs belonging to as1 (activated strong 1), exhibited an average maximal activation of ∼20-fold peaking around 1 to 2 h, while RNAs in as4 (activated strong 4) exhibited an average maximal activation of approximately fourfold peaking around 7 h. 

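Immediate early transcription factors were most of the earliest group. It held 6 immediate early factors among its 10 genes (EGR1, EGR2, FOS, FOSB, NR4A1 and NR4A2, odds ratio 1328, adjusted p = 2.4e-13), and the second group 6 more (odds ratio 399, adjusted p = 2.2e-11: ATF3, EGR4, IER2, JUN, JUNB and KLF4). Of 25 immediate early factors tested 23 rose (23 up and 1 down when adjusted over the list alone), with KLF10, a TGF-β inducible repressor, slower than the rest (log2 fold change 3.94 at 3 h, standard error 0.12, adjusted p = 1.2e-13). The mean profile of the first group peaked 58.5-fold at 2 h, that of the second 12.1-fold. The seventh, the largest of the strong groups, peaked 6.05-fold at 8 h and kept a mean log2 change of 0.77 at 24 h, against 0.20 for the first. MAP kinase inhibitors sat between them, in the third group (odds ratio 189, adjusted p = 2.7e-06: DUSP5, DUSP8, SPRY2 and SPRY4). ATF3, EGR4 and IER2 are named as members, after the values were seen.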

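The nuclear receptors NR4A1 (ENSG00000123358, chromosome 12:52022832–52059507; log2 fold change 5.31 at 3 h, standard error 0.17, adjusted p = 1.3e-13) and NR4A2 (ENSG00000153234, chromosome 2:156324432–156342348), which bind promoters of steroidogenic genes, were in the first strongly activated group. NR4A1 went from 14.1 ± 0.118 TPM at 0 h to 584 ± 14.4 TPM at 3 h and NR4A2 from 0.210 ± 0.0279 TPM to 29.9 ± 0.741 TPM at 2 h (mean ± SD, n = 2). Calcium and cyclic AMP signaling genes rose too, 11 of 30, but later: RGS2, which shortens signaling by Gq-coupled receptors such as that for AngII (log2 fold change 2.62 at 6 h, standard error 0.12, adjusted p = 1.1e-12), the phosphodiesterase PDE10A (1.87 at 6 h), the cyclic AMP responsive factor CREM (1.45 at 8 h) and the calcineurin inhibitor RCAN1 (1.15 at 6 h). This list was overrepresented in the third strongly activated group (odds ratio 29.1, adjusted p = 0.046: RGS2 and RGS4) and the second weakly activated group (odds ratio 8.57, adjusted p = 0.037: CREM, NFATC2, PER1 and RCAN1), not in the first (0 members). RGS4 and NFATC2 were chosen after their values were seen.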

The as1 RNAs encoded proteins involved in the calcium and cyclic AMP signaling pathway that are activated during steroidogenesis (Fig. 1E; Supplemental Fig. 1E), including NR4A1 and NR4A2, which are known transcriptional regulators of enzymes controlling aldosterone production (Bassett et al. 2004; Romero et al. 2004). Unexpectedly, we found a very strong enrichment for snRNAs, and particularly U1 snRNA, in aw1 (Supplemental Fig. 1F). 

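U1 snRNA genes were overrepresented in the first weakly activated group, which peaked at 3 h. It held RNVU1-6 and RNVU1-15 among 74 genes, 2 of 6 U1 genes tested (odds ratio 124, adjusted p = 0.0075). Over the whole course 2 U1 genes rose and 1 fell, the same when adjusted over the list alone, and RNVU1-14 was not called (1.32 at 2 h). The group also held 5 immediate early factors (odds ratio 64.8, adjusted p = 4.0e-06: FOSL2, JUND, KLF2, KLF6 and SRF). The enrichment rests on 2 genes whose sequences are nearly the same, so they are not 2 separate observations. KLF2, KLF6 and SRF are named as members, after the values were seen.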

We observed a strong enrichment in as2 for mRNAs encoding proteins regulating the unfolded protein response. 

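AngII raised part of the unfolded protein response, which slows translation and adds folding capacity when secretory load grows. Of 25 genes 8 rose and 0 fell: the phosphatase subunit PPP1R15A, which restarts translation (log2 fold change 2.36 at 6 h, standard error 0.11, adjusted p = 1.8e-12), the pseudokinase TRIB3 (at 8 h), the chaperone HSPA5 (1.05 at 8 h) and the stress factors DDIT3, XBP1, EIF2AK3, HERPUD1 and CHAC1. ATF4, the factor upstream of several of them, was under 2-fold (0.98 at 6 h). Members were overrepresented in the second weakly activated group, with a peak at 6 h (odds ratio 10.6, adjusted p = 0.021: CHAC1, EIF2AK3, HERPUD1 and XBP1), and 0 was in the second strongly activated group. DDIT3, EIF2AK3 and CHAC1 were picked after their values were seen.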

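AngII raised many factors that shorten the life of mRNAs. Of 44 decay factors and AU-rich element binding proteins 12 rose and 1 fell, the same when adjusted over the list alone. BTG2 (ENSG00000159388, chromosome 1:203305491–203309602), which recruits the CCR4-NOT deadenylase, was the strongest and in the first strongly activated group, and ZFP36 was in the second. The others included the CCR4-NOT catalytic subunit CNOT6L (1.26 at 8 h), BTG3 of the BTG family (1.44 at 6 h), the polyadenylation element binder CPEB4 (log2 fold change 1.75 at 6 h, standard error 0.06, adjusted p = 3.8e-14) and PELO, which frees stalled ribosomes (1.37 at 8 h). The fall was that of DCP1B, a cofactor of decapping (-1.03 at 6 h), named after its value was seen. The second weakly activated group was enriched (odds ratio 7.16, adjusted p = 0.022: BTG3, CNOT6L, CPEB4, ZC3H12C and ZFP36L1), whereas the enrichment of the third strongly activated group was not significant (odds ratio 19.4, adjusted p = 0.088: CPEB2 and ZC3H12A) and that of the second neither (odds ratio 22.0, adjusted p = 0.34: ZFP36).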

RNA-binding proteins that control transcript-specific RNA decay were enriched in as2 and aw2. The aw3 and as3 groups were enriched for mRNAs encoding steroid biosynthesis proteins. 

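Steroid synthesis genes sat in late groups. CYP11B1 and CYP11B2 were in the sixth strongly activated group, with a peak of 21.1-fold at 8 h (odds ratio 166, adjusted p = 0.0049), and CYP21A2 and HSD3B2 in the third weakly activated group, where the enrichment did not reach significance (odds ratio 23.5, adjusted p = 0.092). The ACTH receptor MC2R (ENSG00000185231, chromosome 18:13882044–13915707; log2 fold change 5.11 at 8 h, standard error 0.10, adjusted p = 7.0e-18) was in the same group as the CYP11B genes, which gave zona fasciculata and reticularis genes odds ratio 111, adjusted p = 0.0075. Of 22 other steroidogenic genes 5 rose and 1 fell: the electron carrier FDX1, which feeds the mitochondrial cytochromes (log2 fold change 2.07 at 8 h, standard error 0.06, adjusted p = 1.6e-15), and the lipoprotein receptor SCARB1 (1.37 at 8 h) rose, and the AngII receptor AGTR1 fell (-1.42 at 6 h), the receptor through which the stimulus acts. Cholesterol synthesis changed little: of 25 genes 2 rose, among them the cholesterol carrier STARD4 (1.93), and 1 fell (MVK -1.39), with 3 up when adjusted over the list alone, the added gene being CYP51A1 (0.82).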

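Along the path from cholesterol to aldosterone, AngII raised the entry step and every later step except side-chain cleavage. STAR (ENSG00000147465, chromosome 8:38143649–38151265), which carries cholesterol into mitochondria, rose (log2 fold change 1.60 at 8 h, standard error 0.04, adjusted p = 2.8e-16), as did HSD3B2 (at 8 h, standard error 0.07, adjusted p = 1.0e-13), CYP21A2 (log2 fold change 1.36 at 8 h, standard error 0.06, adjusted p = 4.0e-13) and CYP11B1 (ENSG00000160882, chromosome 8:142872356–142879846; log2 fold change 4.78 at 8 h, standard error 0.31, adjusted p = 1.8e-10). CYP11A1, the side-chain cleavage enzyme, did not change (-0.15, adjusted p = 0.089, at 24 h). So 5 of 6 genes rose, the same when adjusted over the list alone. In TPM (mean ± SD, n = 2) STAR went from 122 ± 0.366 TPM at 0 h to 366 ± 5.42 TPM at 8 h and CYP11B2 from 0.0316 ± 0.0283 TPM to 2.48 ± 0.117 TPM. CYP11B1 and CYP11B2 are close paralogs, as are HSD3B2 with HSD3B1 and CYP21A2 with its pseudogene, so the division of reads within each pair is uncertain.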

The induction of mRNAs encoding steroidogenic enzymes required for the conversion of cholesterol to aldosterone was consistent with previous studies validating the quality of the data (Fig. 1F; Romero et al. 2007; Wang et al. 2012). Altogether, our analysis demonstrated that AngII response kinetics exhibited temporal coordination of functionally related genes.

### RNA decay controls AngII response kinetics

Simulations and previous studies in other stimulation-response paradigms have shown that the initial RNA decay rates in the unstimulated cells govern the time to peak expression response and thus the shape of the expression response (Rabani et al. 2011; Palumbo et al. 2015). Importantly, this phenomenon assumes constant decay rates throughout the response. As a starting point, we quantified the time to maximal expression change for each gene (see Materials and Methods), which increased concordantly with peak time assigned to each group (Fig. 2A, left). For example, genes in as1 (median 1.8 h) reached their peak expression 5.7× faster than those in as4 (median 10.9 h). 

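Time to the largest change grew along the activated groups, which were ordered by the time of their peak. Its median was 2 h in the first and second strongly activated groups (quartiles 2.00 to 3.00 and 1.88 to 3.00 h), 6 h in the third, the fourth and the fifth and 8 h in the sixth and seventh. Weakly activated groups had medians of 3, 6 and 8 h. Time to peak can take only the sampled values, and no sample lies between 8 and 24 h.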

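Genes of the first strongly activated group, such as FOS, peaked well before those of the seventh, which held VGF and STC1. Read from the sampled times the medians were 2 and 8 h. A spline through each profile put them at 2.25 and 10.9 h. The later value lies between 8 and 24 h, where no sample was taken, so it rests on the shape of the spline. In each replicate alone the first group peaked at 2.5 and 2 h (SD 0.354 h, n = 2) and the seventh at 8 h in both (SD 0).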

Next to test if RNA decay rates governed maximal response kinetics in our system, we measured decay rates in unstimulated H295R cells using RNA metabolic labeling as we and others have done previously (Milek et al. 2017; Mukherjee et al. 2017). 

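Unstimulated H295R cells were labeled with 500 µM 4-thiouridine (4sU) for 20 min, and 3 libraries of labeled RNA were set against 3 of total RNA. The authors estimated transcript levels with Salmon as for the time course. Labeled libraries held 1730352, 2326686 and 3590577 mature RNA reads, with 79.3 to 82.5% of reads in precursors, and total libraries held 20206738, 20875078 and 21339935. Precursors stood 11.8 times higher in labeled than in total RNA (median), so newly made RNA was enriched. The ratio of labeled to total mature TPM was taken as a measure of turnover for 13952 genes with at least 1 TPM, since an RNA that decays fast holds a larger newly made share. The ratio correlated between replicate pairs at 0.465 to 0.482 (Pearson's r), and edgeR called 9324 of 15261 genes different between labeled and total RNA (4405 higher in labeled, 4919 lower) at an adjusted p under 0.05. It is not a decay rate in units of time.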

Cells were pulsed with 4-thiouridine (4sU) for 20 min and both total RNA and 4sU-labeled RNA were subject to rRNA depletion and RNA-sequencing, and synthesis, processing, and decay rates were calculated using INSPEcT for 11,668 genes in unstimulated H295R cells (Supplemental Fig. 2A–C; Supplemental Table 3; de Pretis et al. 2015). Our decay rates were consistent with established expectations for stable and unstable mRNAs confirming the validity of our measurements. 

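Turnover differed by class of gene with stable ribosomal protein mRNAs and short-lived regulators at the 2 ends. The median log2 ratio was -0.79 for 77 ribosomal protein genes, below all random gene sets of the same size, and 2.35 for 14 immediate early factors, above all of them. The median over all genes was 0.40. RPL11 was at -1.40 and RPL23 at -1.27, against FOS at 3.81 and EGR1 at 3.34. Other regulators were also fast: MAP kinase inhibitors (1.61), screened RNA-binding proteins (1.26) and decay factors (0.97, percentile 99.8). The 7 U1 snRNA genes had a high ratio as well (2.29). Reads cannot be assigned to single copies of U1 with certainty, and whether this ratio reflects fast turnover was not tested. Steroidogenic enzymes were slow (-0.27, percentile 7.74), as were other steroidogenic genes (-0.20, percentile 1.41).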

As expected, transcripts encoding ribosomal proteins had low decay rates, while transcripts encoding immediate early genes had high decay rates (Supplemental Fig. 2D). We found higher decay rates for RNAs in clusters that peaked earlier post AngII stimulation (Fig. 2B, right). For example, RNAs in as1 had a ∼4.5× higher decay rate than RNAs in as4. Indeed, we observed an inverse relationship between the median decay rate and the median time to maximal induction for both strongly and weakly activated genes (Fig. 2B). These results demonstrated that initial RNA decay rates in unstimulated cells play an important role in shaping AngII-response kinetics.

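RNAs that AngII raised early were those with fast turnover before AngII. The median log2 ratio was 2.27 in the first strongly activated group, 2.69 in the second, 1.77 in the third and 0.72 in the fourth, and 0.27, 0.40 and 0.28 in the fifth to seventh. The weakly activated groups gave 2.38 at a 3 h peak, 0.82 at 6 h and 0.40 at 8 h. The repressed groups had 0.89 at 6 h and 0.44 at 8 h. NR4A1 (2.27) and BTG2 (2.12) were among the fast RNAs, and FDX1 (-0.18) and HSD3B2 (-0.40), both of late groups, among the slow ones.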

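The first strongly activated group, with FOS and NR4A1, held 3.99 times the labeled share of the seventh, with the neuropeptide precursor VGF. The groups had 5 and 92 genes with at least 1 TPM in total RNA, and a permutation test of genes between them gave p = 9.0e-05 (n = 5 and 92). Only 5 of the 10 genes of the first group were expressed enough before AngII to be measured, which leaves the ratio open to single genes.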

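Among activated genes, the faster the turnover at rest, the sooner the peak. Spearman's rank correlation of the labeled to total ratio with the time to peak was -0.418 over 825 genes (Pearson's r -0.327; p = 1e-05 by permutation of genes, the smallest value the permutations can give). By time of peak, the median log2 ratio was 3.79 at 1 h (7 genes), 2.35 at 2 h (17), 1.47 at 3 h (25), 0.84 at 6 h (217), 0.42 at 8 h (467) and -0.24 at 24 h (28). Genes that share regulators are not independent, so the permutation p is a lower bound. From this inverse relation the paper concludes that decay rates at rest help to shape the kinetics of the response.

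**Figure D2:**
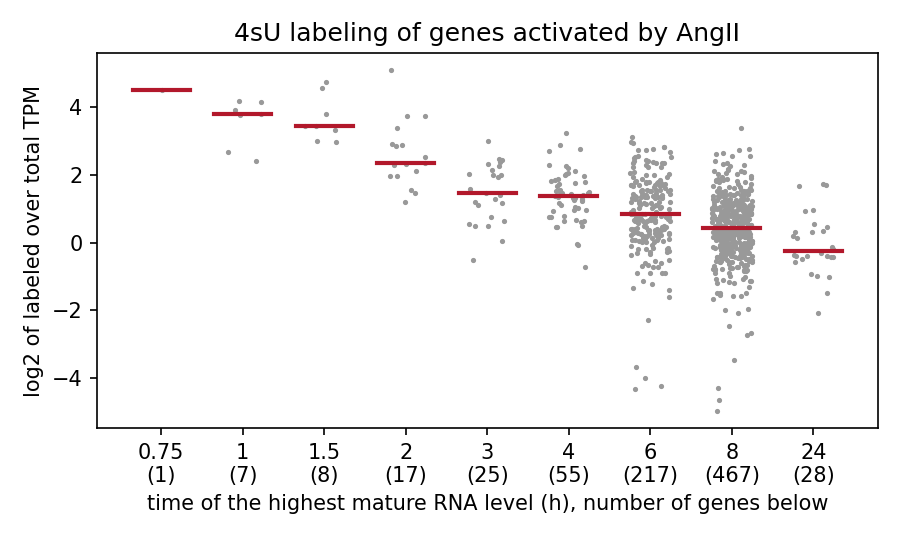
Labeled to total RNA ratio (log2, unstimulated cells, n = 3 libraries each) of activated genes by the time of their peak after AngII.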

**FIGURE 2.**
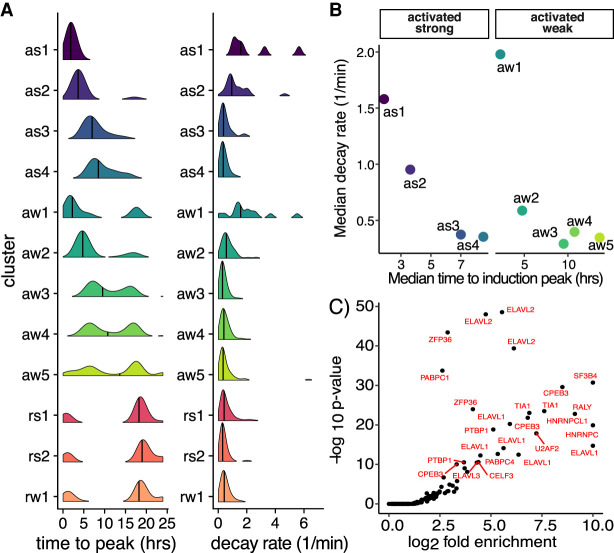
The influence of RNA decay on AngII response kinetics. (*A*) Distribution of time to peak response for all RNAs per cluster (*left*). Distribution of decay rates in unstimulated cells for all RNAs per cluster determined from 4sU-labeling experiments (*right*). (*B*) Scatter plot of the average decay rate and peakiness for activated RNAs. (*C*) Scatter plot of the *P*-value and enrichment of RBP motifs from in the top 500 7mers found in the 3′-UTR of RNAs with high decay rates in unstimulated cells.

Next, we ascertained putative regulatory mechanisms controlling RNA decay rates in steroidogenic cells. To identify possible RBPs or miRNAs regulating stability, we ranked mRNAs by decay rates and used cWords to identify 7-mers overrepresented in the 3′-UTR sequence of unstable and stable RNAs (Rasmussen et al. 2013). Most of the significantly enriched motifs were associated with unstable RNAs versus stable RNAs. Therefore, we scored the top 500 7mers associated with instability for matches to RBP recognition motifs from external databases. These analyses revealed a striking enrichment for RBPs binding AU-rich elements (AREs), which are key determinants of RNA stability (Fig. 2C). 

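AU-rich words marked the 3′ UTRs of mRNAs with fast turnover. UAUUUAU, the core bound by ZFP36 proteins, ranked first of 16381 7-mers in 11286 mRNAs: those with it had a median log2 labeled to total ratio of 0.59 and those without it 0.19. The Pumilio-like words UGUAUAU and UGUAAAU ranked 4 and 6. Of the 100 highest words 10 were AU-rich elements, against 0.537% of all words (odds ratio 23.1, Fisher's exact p = 1.4e-10). The ratio climbed with the number of AUUUA copies, from a median of 0.01 with 0 to 0.16 with 1, 0.34 with 2 to 3 and 0.67 with 7 or more. Once UTR length was taken out the span was -0.10 to 0.08, so much of the trend follows length. Overlapping words are not independent and the p value is too small by an unknown amount.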

We also observed enrichment for RBPs regulating splicing and export, such as U2AF2 and RALY. These data identify putative RBPs and RNA regulatory elements that regulate RNA stability in unstimulated H295R cells. Assuming constant RNA decay rates throughout the AngII-response, higher decay rates in the unstimulated cells inversely correlate with time to peak expression in response to AngII stimulation (Fig. 2B). Therefore, RBPs that control the RNA decay rates in unstimulated cells are important regulatory factors controlling AngII response kinetics and ultimately steroidogenesis.

### Increased RNA decay during steroidogenesis

Having established the importance of initial RNA decay rates on AngII response kinetics, we next asked if there was evidence for changes in decay rate during the steroidogenic response. We compared changes in pre-mRNA versus mRNA levels to determine whether gene expression changes were better explained by transcriptional or post-transcriptional regulation. Specifically, we utilized reads aligning to introns versus exons to determine AngII-induced changes in levels of pre-mRNA and mRNA, respectively (Gaidatzis et al. 2015; Alkallas et al. 2017; Mukherjee et al. 2017, 2019). We added the entire precursor RNA sequence and treated it as an additional transcript isoform to specifically quantify precursor (Supplemental Table 4) and mature transcript levels using Salmon (Patro et al. 2017). 

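Precursor and mature RNA of the same gene were separated in the 24 time course libraries as the authors estimated them with Salmon. Of the genes called changed, 1328 had an intron and enough precursor reads for the comparisons that follow. Changes of precursor and of mature RNA were taken as log2 ratios of mean TPM to 0 h, with 0.1 TPM added, and correlated over the 12 times of each gene.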

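Precursor and mature RNA followed correlated courses for some steroidogenic enzymes. Over the 12 times the changes of precursor and mature RNA were tightly correlated for HSD3B2 (Pearson's r = 0.937, permutation p = 9.0e-05, n = 12 times). The correlation was weaker for CYP11B1 (r = 0.834, p = 0.0018), CYP11B2 (r = 0.726, p = 0.011) and CYP21A2 (r = 0.663, p = 0.017). By Spearman's rank correlation CYP21A2 was at 0.469 (permutation p = 0.13). The changes were uncorrelated for STAR (r = -0.00238, p = 0.99) and CYP11A1 (r = -0.230, p = 0.47). At 6 h STAR precursor and mRNA had risen alike (log2 1.45 and 1.34), so its low r comes from their different courses. Without the 2 times farthest from the line r was 0.343 for CYP11B2, 0.213 for CYP21A2 and 0.543 for CYP11B1, and stayed at 0.766 for HSD3B2. The precursors of CYP11B1 and CYP11B2 had mean counts of only 2 and 1 at 0 h, and times of 1 course are not independent, so these p values describe the courses and not new cells.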

As a first pass, we calculated the correlation between the changes in pre-mRNA and mRNA levels of genes encoding steroidogenic enzymes required for the conversion of cholesterol to aldosterone and found examples that are largely explained by changes in transcriptional regulation (high correlation), as well as examples indicative of changes in post-transcriptional regulation (low correlation) (Fig. 3A). The same analysis was performed on all ∼1500 differentially expressed genes with introns and sufficient intronic read support and revealed a broad distribution of correlation coefficients (Fig. 3B). 

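Over 1328 changed genes the correlation of precursor with mature changes was broad. Its median was 0.662 with quartiles of 0.485 and 0.788, and 43.4% of genes exceeded 0.7. The median was 0.633 in replicate 1 and 0.636 in replicate 2 (SD 0.00204, n = 2).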

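Without a lag, late, strongly activated genes followed their precursors most closely. The median r was 0.858 in the sixth strongly activated group, which held CYP11B2 and MC2R, 0.826 in the fifth and 0.807 in the third. It was lower in the early groups, at 0.676 in the first and 0.525 in the second, and lowest at 0.357 in the first weakly activated group. Genes with few intron reads give lower r from noise alone, so a low value by itself does not separate post-transcriptional control from noise.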

Each temporal group had many genes with low or negative correlation, indicating that changes in transcriptional regulation alone cannot explain the mature RNA changes. 

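Allowing mature RNA to follow its precursor by 1 or 2 sampled times raised the median correlation to 0.826. The best fit came without a lag for 33.3% of genes, at 1 time for 40.3% and at 2 times for 26.4%. In the second weakly activated group, where STAR lies, 79.5% of genes did best with a lag. With a lag allowed, early and late groups differed less. The medians were 0.819, 0.889 and 0.897 in the first, second and sixth strongly activated groups, and 0.757 in the first weakly activated group. CYP21A2 went to r = 0.961 and CYP11B2 to 0.968 with a lag of 1 time, while STAR stayed at 0.0361. The times are unevenly spaced, so a lag of 1 time is not a fixed delay. It sets mature RNA at 24 h against precursor at 8 h. At 24 h the log2 change of CYP11B2 was 4.05 in mature RNA and 0.11 in precursor, so its fit does not show a short delay. The largest of 3 correlations is higher by choice alone, so part of the rise is built in.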

We also performed cross-correlation to account for processing delays and observed similar results (Supplemental Fig. 3A). These results suggested that many genes were experiencing stabilization or destabilization in response to AngII stimulation.

**FIGURE 3.**
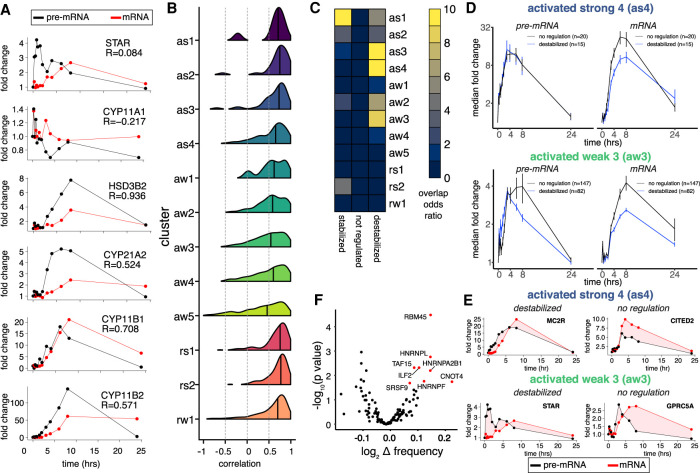
Dynamic changes in RNA decay during steroidogenesis. (*A*) Line plot of fold change in pre-mRNA (black) and mRNA (red) expression for mRNAs encoding enzymes responsible for conversion of cholesterol to aldosterone (*top*-to-*bottom*). Pearson correlation coefficient between changes pre-mRNA and mRNA for each gene (*top right*). (*B*) Distribution of Pearson correlation coefficient between pre-mRNA and mRNA changes for each gene across all time points for each response cluster. (*C*) Heatmap of the odds ratio for the overlap between response cluster membership and RNAs exhibiting evidence for stabilization, destabilization, or neither as determined by EISA (yellow indicates more overlap). (*D*) Line plot of median fold change in pre-mRNA (*left*) and mRNA (*right*) expression for genes in as4 (*top*) or aw3 (*below*) with either evidence for destabilization (blue) or no change in posttranscriptional regulation (black). Error bar represents standard error. (*E*) Line plot of mean fold change in pre-mRNA (black) and mRNA (red) expression for example genes from as3 (*top*) or aw3 (*below*) and evidence for destabilization (*left*) or no difference in decay rates (*right*). (*F*) Scatter plot of the *P*-value and enrichment of RBP motifs in 5mers within the 3′-UTR of destabilized mRNAs in aw3 versus 3′-UTRs of nondifferentially expressed mRNAs.

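The exon-intron comparison asked whether mature RNA changed by more or less than precursor RNA in the same libraries. Counts of precursor and mature RNA of each gene were fitted in edgeR with a term per library, a term for RNA type and the interaction of RNA type with AngII, all times after 0 h together against 0 h. A negative interaction, with mature RNA rising less than its precursor, was read as destabilization, and a gene was called at an adjusted p under 0.05.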

To test the extent and direction of changes in posttranscriptional regulation, we performed exon-intron-split analysis (EISA) using precursor and mature RNA estimates comparing all AngII-stimulated samples to the unstimulated baseline (see Materials and Methods; Supplemental Table 5; Gaidatzis et al. 2015). Filtering of the initial 2417 differentially expressed genes for the presence of introns and sufficient intronic read coverage resulted in 1194 genes that were analyzed. Among these genes a large majority (84% *n* = 223) showed evidence of mRNA destabilization. 

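With all AngII times pooled, no gene could be called destabilized or stabilized, because mRNAs and precursors moved at different times and the pooled comparison counted this as noise. edgeR called 0 destabilized and 0 stabilized genes of 1328, with 18 and 14 at an unadjusted p under 0.05, and the likelihood ratio test of edgeR 0 and 1. Below and above 0 lay 681 and 647 genes, a balance that depended on scaling (970 and 358 with separate normalization) and on the libraries of 0 h (522 and 809 without replicate 1, 833 and 501 without replicate 2). With only 3 to 8 h set against 0 h the calls were 13 destabilized and 23 stabilized. A model with a term per time point, chosen after seeing the data, called 168 destabilized and 123 stabilized genes from the same mean interaction, since it removes the differences between times from the error. NR4A1 (interaction -0.90), CYP21A2 (-0.55) and HSD3B2 (-0.62) were among the former.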

Destabilized transcripts were significantly overrepresented in activated genes that had peak expression between 4–8 h post AngII stimulation (as3, as4, aw2, aw3) (Fig. 3C). 

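In the model with a term per time point, chosen after seeing the data, destabilized mRNAs gathered in some strongly activated groups that peaked at 6 to 8 h. They were overrepresented in the sixth group, which held MC2R (13 of 25 genes, odds ratio 8.00, adjusted p = 7.3e-06), the seventh (32 of 100 genes, odds ratio 3.77, adjusted p = 5.7e-07) and the fourth (23 of 85 genes, odds ratio 2.81, adjusted p = 7.7e-04). The weakly activated groups were not enriched: 39 of 259 with a peak at 6 h, which include STAR (adjusted p = 0.28), and 39 of 326 at 8 h (adjusted p = 0.77). The second repressed group, where mitosis genes lay, held 0 destabilized and 80 stabilized genes of 326. Rises were thus paired with destabilization and falls with stabilization, the pattern that a lag of mature RNA behind its precursor also gives. In the pooled model no group could be tested, as it called no gene.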

Next, we examined AngII-induced genes with evidence for destabilization focusing on as4 and aw3, which contained many steroidogenic genes (Fig. 1E). The amplitude of AngII-induced changes in precursor RNA were similar between genes with (blue lines) and without evidence for destabilization (black lines), albeit the precursor RNAs for destabilized genes tend to peak earlier (Fig. 3D, left). However, the changes in the mature RNA of destabilized genes (blue lines) were clearly suppressed relative to genes without evidence for post-transcriptional regulation (black lines) (Fig. 3D, right). 

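Precursors of the 168 destabilized genes of the model with a term per time point rose early, with a median log2 change of 1.62 at 2 h, 2.10 at 6 h and 1.75 at 8 h, and were at -0.12 by 24 h.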

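Mature RNA of destabilized genes rose later than their precursors. Its median log2 change was 0.16 at 2 h, far under the rise of the precursors by then, 1.60 at 6 h and 1.89 at 8 h. Genes called neither way were at 1.01 and 1.07 at 6 and 8 h. Destabilized genes were picked for a mature change below that of the precursor, so the gap between the 2 is no separate evidence. From the destabilized genes the paper concludes that AngII raised transcription and decay of the same mRNAs together.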

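STAR and MC2R, the ACTH receptor, were both lower in mature than in precursor RNA change, but the call depends on the model. For STAR the interaction was -0.90 with a standard error of 0.61 and an adjusted p of 0.97 in the pooled model, and for MC2R -1.08 (0.80, adjusted p = 0.97). With a term per time point, a choice made after seeing the data, the standard errors were 0.10 and 0.17 and the adjusted p values 7.0e-07 and 1.2e-04. In the pooled model the mean mature change of STAR was 0.43 and that of its precursor 1.31, and for MC2R 1.56 and 2.58.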

Included among the destabilized mRNAs were proteins encoding STAR, which is required for the proper and timely enzymatic conversion of cholesterol to steroid hormones, and MC2R (Lin et al. 1995), which is the ACTH receptor known to be induced by AngII stimulation (Fig. 3E; Lebrethon et al. 1994; Parmar et al. 2008). We identified potential RBPs responsible for the increased decay by searching for RBP binding motifs overrepresented in the 3′-UTR of destabilized mRNAs belonging to aw3 and other clusters (Fig. 3F; Supplemental Fig. 3B) enriched for destabilized mRNAs. Among these RBPs are known regulators of RNA decay ILF2, HNRNPL, CNOT4 of the CCR4-NOT deadenylation complex (Albert et al. 2000; Shim et al. 2002; Hui et al. 2003). None of the candidates exhibited differential expression in response to AngII, nevertheless their activity or protein levels could change in the absence of changes in mRNA levels. 

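None of the RNA-binding proteins whose motifs the paper found in destabilized mRNAs changed its own mRNA past the threshold: 0 of 8 rose and 0 fell, with or without adjustment over the list alone. The largest changes were those of RBM45, an RNA-binding protein of neurons and other cells (-0.83), and ILF2, part of a complex that stabilizes or releases mRNAs (0.63). CNOT4 of the CCR4-NOT complex was at 0.31, and the others were HNRNPF 0.36, HNRNPA2B1 -0.37, TAF15 0.16, SRSF9 -0.09 and HNRNPL -0.06. Several had an adjusted p under 0.001 with changes under 2-fold, such as RBM45 (5.1e-08) and ILF2 (1.7e-10), so their mRNAs moved slightly and were not called.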

Altogether, we have identified hundreds of genes (*n* = 223) exhibiting coordinate increases in both transcription and RNA decay, including key steroidogenic genes, and putative RBPs regulating AngII-induced post-transcriptional regulatory dynamics.

### Ex vivo steroidogenic response in primary human adrenocortical cells

Although the expression dynamics in H295R cells stimulated with AngII suggested a key role for RBP-mediated RNA decay, the extent to whether these expression changes occur in normal human adrenocortical steroidogenesis is unclear. Therefore, we performed RNA-seq in adrenocortical cells isolated from the adrenal gland of a tissue donor and treated ex vivo with either AngII or ACTH or basal media for 3 or 24 h in triplicate (Fig. 4A; Supplemental Tables 6, 7; Xing et al. 2010, 2011). 

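Primary adrenocortical cells were kept in basal medium or given 10 nM AngII or 10 µM ACTH, the pituitary hormone that drives cortisol, for 3 or 24 h, with 3 cultures per condition. The authors sequenced polyadenylated RNA and estimated reads and TPM with Salmon. Mature RNA reads per library (lowest, median and highest of 3) were 15893865, 16480714 and 17578492 for basal 3 h, 13023549, 17371794 and 17545398 for AngII 3 h, 14833058, 15448224 and 20159038 for ACTH 3 h. At 24 h they were 30156618, 33472650 and 35469382 for basal 24 h, 28245487, 30701692 and 32665231 for AngII 24 h, 27355670, 27569134 and 31671755 for ACTH 24 h. Each treatment was compared with basal medium of the same time by edgeR over 16014 genes at an adjusted p under 0.05, the threshold the paper gives, without a limit on fold change. All cultures came from 1 source of cells, so their spread is that of cultures and the results carry to other people only as far as this source does.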

We included ACTH, which stimulates the production of cortisol by the zona fasciculata, because H295R cells do not correspond to a specific adrenocortical zone but produce cortisol and androgens in addition to aldosterone when stimulated with AngII (Parmar et al. 2008). 

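Cultures given the same treatment for the same time were closely alike. Pearson's r between replicates ranged from 0.982 to 0.994. Time separated the libraries fully, as the nearest library was of the same time for all 18, and treatment nearly so, as it was of the same treatment and time for 14 of 18.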

Replicates were highly correlated and clustered by treatment condition and time (Supplemental Fig. 4A). PCA analysis revealed that compared to basal media cells treated with ACTH exhibited more differences than those treated with AngII (Fig. 4B). 

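ACTH moved primary cells further than AngII at both times, and furthest at 24 h. The distance of the mean log2 profile from basal cells of the same time was 43.9 for AngII and 54.8 for ACTH at 3 h, and 45.8 and 80.4 at 24 h. The first principal component held 49.4% of the variance and placed ACTH 24 h furthest from the 3 h cells, and the second held 24.6%. Time in culture was itself large, with 3792 genes different between basal cells at 24 and 3 h.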

Across all conditions, we detected 3217 genes with significantly different expression levels (FDR < 0.05). 

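After 24 h of ACTH the cells turned to steroid synthesis, with MC2R, cholesterol synthesis and steroid enzymes raised. The largest rises were RDH12, a retinol and steroid dehydrogenase (log2 fold change 8.30, standard error 0.34, adjusted p = 2.6e-13), aromatase, CYP19A1 (log2 fold change 7.31, standard error 0.14, adjusted p = 7.4e-18), C11orf86 (7.04), FAM166B (6.50), the proton pump ATP4A (6.22), the ACTH receptor MC2R (log2 fold change 5.74, standard error 0.19, adjusted p = 1.8e-14), GCNA (5.73) and the glutamate transporter SLC1A2 (5.40), with CYP11B1 and CYP11B2 described further on. Among the largest falls were KCNJ5, the potassium channel that sets the membrane potential of aldosterone-making cells (log2 fold change -4.79, standard error 0.28, adjusted p = 5.3e-11), the vasopressin receptor AVPR1A (-4.63), and the serotonin receptor HTR2B (-3.71), along with HPGD, which degrades prostaglandins (-4.11), the iron exporter SLC40A1 (-3.78), MACC1 (-3.65), the estrogen receptor ESR2 (-3.50), NCAM1 (-3.42) and BCO2 (-3.32). Markers of endothelium rose as well, 6 of 8 with ACTH, among them VWF (0.85) and PECAM1 (0.59), a set lost with estimated correlation (p = 0.17). In all 4131 genes changed in at least 1 of the 4 comparisons.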

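Cholesterol synthesis mRNAs rose almost throughout at 24 h. With ACTH 24 of 25 genes rose and 1 fell, led by HMGCS1, which starts the mevalonate path (log2 fold change 3.52, standard error 0.09, adjusted p = 3.8e-16), DHCR7 (3.19), IDI1 (2.72) and SQLE (2.31), and with AngII 20 rose (22 up and 1 down when adjusted over the list alone), with MSMO1 (1.37), HMGCS1 (1.34) and FDPS (1.12). The sets passed camera with estimated correlation (adjusted p = 3.8e-07 and 6.0e-06). Other steroidogenic genes gave 15 up and 1 down of 23 with ACTH (5 down when adjusted over the list alone): FDX1 (log2 fold change 3.90, standard error 0.12, adjusted p = 6.2e-15), the MC2R partner MRAP (3.95) and inhibin α, INHA (4.26). AngII gave 8 up and 4 down of 23 (11 and 5 over the list alone), with FDX1 (2.31), MRAP (1.95) and INHA (1.61). Zone genes moved in both directions with either hormone. ACTH raised fasciculata genes such as CYP17A1, the 17α-hydroxylase of cortisol synthesis (3.61), with 4 up and 2 down of 8, and lowered 5 of 10 glomerulosa genes, among them the Wnt effector LEF1 (-1.83), while it raised PCP4 (4.67). AngII raised 3 and lowered 3 of the fasciculata genes (4 and 3 over the list alone) and raised 2 and lowered 4 of the glomerulosa genes (3 and 4). As a set the glomerulosa genes passed camera with neither hormone, and the fasciculata genes passed upward with both, also with estimated correlation (adjusted p = 0.0093 for ACTH and 0.015 for AngII). AngII did the reverse of ACTH for KCNJ5 (log2 fold change 1.05, standard error 0.19, adjusted p = 0.0018), and lowered its own receptor AGTR1 (-0.65).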

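AngII at 24 h gave a smaller version of this program with CYP11B2 at its head. Next to CYP11B2 its largest rises were CYP19A1 (log2 fold change 5.14, standard error 0.14, adjusted p = 3.8e-15), MC2R (4.29), RDH12 (4.28), SLC1A2 (4.07), the calcium-binding CAPS (3.94), FAM166B (3.81), ATP4A (3.50), METTL7B (2.67) and the synaptotagmin SYT12 (2.38). Its largest falls were the epithelial sodium channel subunit SCNN1A (log2 fold change -1.94, standard error 0.24, adjusted p = 3.0e-05), the adhesion protein NLGN3 (-1.94), WISP2 (-1.71), the fatty acid transporter SLC27A6 (-1.70), NXPH1 (-1.61), ZBED6CL (-1.54), GALNT13 (-1.50), BCO2 (-1.42), ALDH1L1 (-1.42) and DLG2 (-1.38). Clock genes fell as a set with AngII (adjusted p = 0.048 with estimated correlation), with 6 of 16 down (7 when adjusted over the list alone), such as DBP (-1.09) and PER3 (-0.86). The orphan receptors NR4A1 (1.93) and NR4A3 (1.84) stayed raised at 24 h.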

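At 3 h both hormones raised transcription factors. ACTH raised most strongly NR4A2 (log2 fold change 4.88, standard error 0.30, adjusted p = 8.6e-10), the zinc finger repressor ZNF331 (4.81), FGF9 (4.73), the small GTPase RASD1 (4.45), the potassium channel KCNK5 (4.30), HOXA5 (3.46), NR4A3 (3.44), AVPI1 (3.32) and the salt-inducible kinase SIK1 (3.66), whose near copy SIK1B (4.07) cannot be told from it with certainty. It lowered the glucose-sensing TXNIP (log2 fold change -1.45, standard error 0.09, adjusted p = 1.1e-09), the Wnt target AXIN2 (-1.48), the channel KCNJ2 (-1.38), MAGED4 (-1.95), SALL2 (-1.32), GCOM1 (-1.20), ZBED8 (-1.27) and the zinc finger genes ZNF691 (-1.50), ZNF436 (-1.32) and ZNF425 (-1.31). AngII raised NR4A2 (log2 fold change 2.17, standard error 0.29, adjusted p = 0.0011), SLC1A2 (1.93), RGS2 (1.93), RASD1 (1.41), NR4A3 (1.40), C11orf96 (1.34), NR4A1 (1.32) and ZNF331 (1.22), and lowered TXNIP (-1.26) and ZNF737 (-1.17). BIVM-ERCC5 (3.49) is a readthrough transcript of 2 genes, and its rise is uncertain. Immediate early factors passed as a set with estimated correlation for both (adjusted p = 0.041 and 0.043), with 11 up and 1 down of 25 for ACTH (13 and 4 over the list alone) and 5 up and 0 down of 25 for AngII (8 over the list alone). Cyclic AMP and calcium genes gave 7 up and 1 down of 30 with ACTH, among them PDE10A (2.17) and CREM (1.18), and 2 up and 0 down of 30 with AngII, with RCAN1 (0.61). For AngII this set passed camera but not with estimated correlation (p = 0.0093, adjusted p = 0.059).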

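Some factors of mRNA decay and of the stress response of the endoplasmic reticulum rose at 3 h or at 24 h. With ACTH at 3 h 9 of 44 decay factors rose and 1 fell (9 and 5 over the list alone), led by the antiproliferative deadenylation factor TOB1 (log2 fold change 3.07, standard error 0.12, adjusted p = 3.0e-12) and the endonuclease ZC3H12A (1.75), and at 24 h 5 were up, TOB1 among them (1.26), and 6 down, BTG1 among them (-0.75). AngII at 3 h raised 2 (8 over the list alone). As a set they lost their call with estimated correlation at 3 h (p = 0.12 for ACTH and p = 0.011 for AngII). Of 25 genes of the unfolded protein response 5 rose with ACTH at 3 h, such as CEBPB (1.36), and 6 at 24 h, such as the sensor kinase ERN1 (2.01) and the chaperone DNAJB9 (1.35). AngII at 24 h raised 3. The set lost its call with estimated correlation (p = 0.018 for ACTH at 3 h, p = 0.058 for AngII at 24 h). Of 16 clock genes 2 rose and 0 fell with ACTH at 3 h, the repressors PER1 (1.47) and CRY2 (1.34). Adjusted over the list alone 2 rose and 4 fell, and as a set the clock genes did not pass camera there.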

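ACTH changed many more genes than AngII at each time. At 3 h edgeR called 609 genes with ACTH (403 up, 206 down) and 29 with AngII (27 up, 2 down). At 24 h the counts were 3682 (2031 up, 1651 down) and 636 (364 up, 272 down). Set directly against AngII, ACTH differed at 438 genes at 3 h (319 higher, 119 lower) and 2594 at 24 h (1486 higher, 1108 lower). The difference between hormones is therefore tested and does not rest on counts alone. The doses differed, at 10 nM AngII and 10 µM ACTH, so it is a difference at these doses. Single libraries carried much of the AngII counts: at 3 h 10 genes were called without the first basal library, 12 without the second and 14 without the third AngII library, and at 24 h 388 without the third AngII library.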

Consistently, we detected substantially more statistically significant expression changes induced by ACTH versus AngII at 3 h and 24 h (Supplemental Fig. 4B, left and right, respectively). However, the expression changes for genes with significant differential expression upon either ACTH or AngII treatment (*n* = 3217) were strongly positively correlated. This indicated that the differences between ACTH and AngII were more quantitative (magnitude of the expression change) rather than qualitative (completely different genes changing) (Fig. 4C). 

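Genes called with both hormones moved mostly in the same direction, and most genes were called with ACTH alone (589 at 3 h and 3171 at 24 h, against 9 and 125 with AngII alone). Of the genes called for both, 19 of 20 at 3 h and 476 of 511 at 24 h had the same sign. They include NR4A2, RASD1 and RGS2 at 3 h and CYP11B2, MC2R and RDH12 at 24 h. Rises were shared by 267 genes at 24 h (chance 46.2) and falls by 209 (chance 28.0), where chance is for 2 independent lists, which lists with the same basal libraries are not. KCNJ5 was an exception, with opposite changes at 24 h. Over the 4131 genes changed in any comparison Pearson's r of the log2 changes was 0.613 at 3 h (Spearman's 0.453) and 0.656 at 24 h (0.651). Across times it was 0.202 (ACTH 3 h, AngII 24 h) and 0.173 (ACTH 24 h, AngII 3 h). Both changes are measured against the same 3 basal libraries, which alone raises r: data simulated without any effect gave 0.502 and 0.484 (Spearman's 0.458 and 0.452), so the Spearman's value at 3 h is no higher than without an effect, and covariances of 0.0198 and 0.0171 against 0.146 and 0.488 in the data. The differences in covariance, 0.126 and 0.471, estimate the shared effect. From the correlation the paper concludes that the hormones differed more in strength than in kind.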

Consistent with hormone production, both AngII and ACTH resulted in the induction of genes encoding key steroidogenic enzymes (Fig. 4D). 

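Both hormones raised all 6 genes from cholesterol to aldosterone in primary cells at 24 h, and edgeR called none at 3 h. With the replicate number as a block edgeR called 1 of them at 3 h with ACTH. ACTH raised STAR (log2 fold change 3.37, standard error 0.14, adjusted p = 5.6e-13), CYP11A1 (standard error 0.11, adjusted p = 5.2e-14), HSD3B2 (4.96), CYP21A2 (3.62), CYP11B1 (5.69) and CYP11B2 (log2 fold change 6.50, standard error 0.28, adjusted p = 7.1e-13). AngII raised STAR (1.20), CYP11A1 (1.15), HSD3B2 (2.11), CYP21A2 (2.28), CYP11B1 (1.79) and CYP11B2 (log2 fold change 6.90, standard error 0.28, adjusted p = 3.6e-12). Only for CYP11B2, the enzyme specific to aldosterone, was the rise with AngII as large as that with ACTH. In TPM (mean ± SD, n = 3) CYP11B2 at 24 h was 0.205 ± 0.0981, 22.8 ± 5.56 and 16.4 ± 1.12 in basal, AngII and ACTH cells, CYP11B1, the cortisol enzyme, 37.8 ± 4.69, 119 ± 15.2 and 1659 ± 55.2, and STAR 390.0 ± 27.1, 826 ± 92.8 and 3537 ± 69.0. At 3 h STAR was not called with ACTH (0.38) or AngII (-0.03), nor was CYP11B2 (-0.06 and -0.14). Adjusted over the list alone the counts were the same, and the set passed camera with estimated correlation at 24 h for ACTH (adjusted p = 2.6e-04) and AngII (6.9e-05). CYP11B1 and CYP11B2 are close paralogs, as are HSD3B2 with HSD3B1 and CYP21A2 with its pseudogene, so the split of reads within each pair is uncertain.

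**Figure D3:**
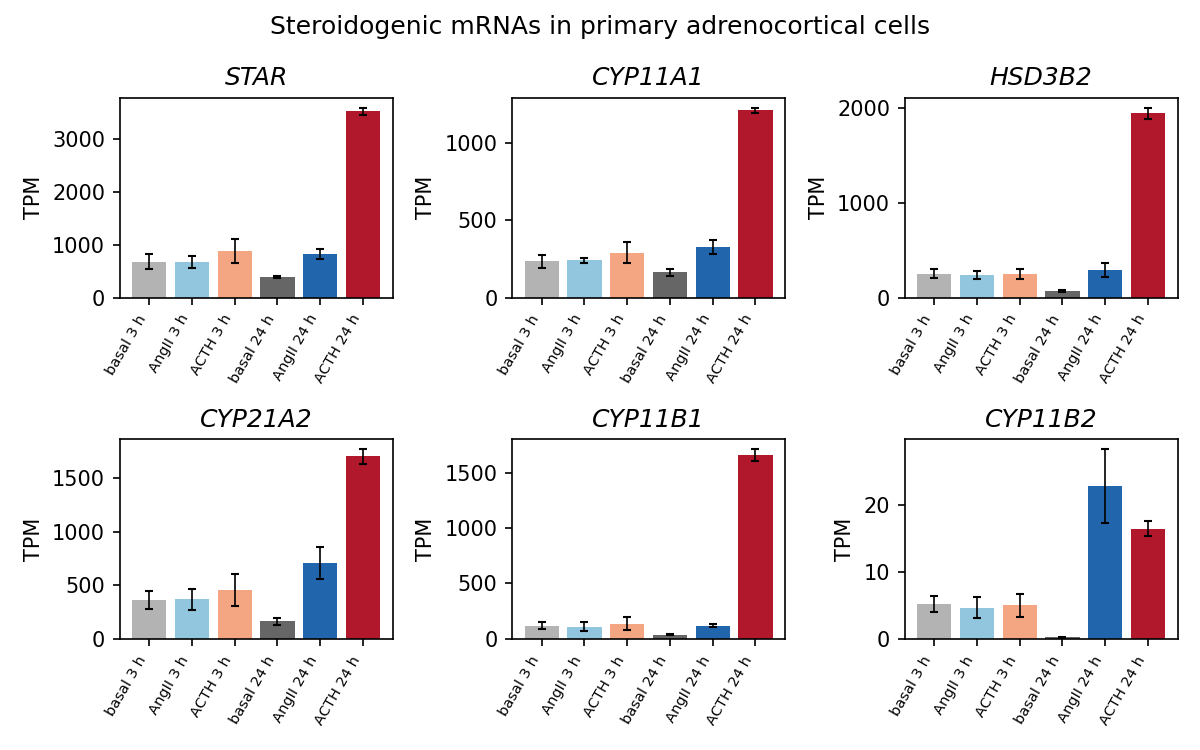
TPM of 6 steroidogenic genes in primary adrenocortical cells in basal medium, with AngII and with ACTH at 3 and 24 h (bars are means, error bars SD, n = 3 cultures).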

Finally we tested if the AngII-induced changes were recapitulated in the ex vivo stimulation paradigm using gene set enrichment analysis (GSEA) (Tamayo et al. 2005). Indeed, as2 genes, which were robustly and rapidly induced by AngII in H295R cells, were significantly up-regulated after ex vivo treatment of primary adrenocortical cells with ACTH (Fig. 4E, top left) and AngII (Fig. 4E, bottom left) for 3 h. Likewise, as4 genes, which also exhibited a robust albeit delayed induction in response to AngII in H295R cells, were significantly up-regulated after ex vivo treatment of primary adrenocortical cells with ACTH (Fig. 4E, top right) and AngII (Fig. 4E, bottom right) for 24 h. 

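Early AngII-activated genes of H295R cells passed as a set in primary cells at 3 h, though few of them were called with AngII. Of 17 genes of the second strongly activated group 9 rose with ACTH, among them SIK1, ZFP36 and JUNB (1.07), and 1 with AngII, JUNB again (0.61), with medians over the group of 0.94 and 0.48. As a set they passed camera with ACTH (p = 2.7e-23; with estimated correlation p = 5.1e-04) and with AngII (p = 6.6e-10; p = 0.013). The fixed correlation of camera between genes is small, so its p values are far smaller than those that allow for the measured correlation.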

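The last strongly activated group of H295R cells gave mixed evidence in primary cells at 24 h. Of 130 of its genes tested, 14 rose and 7 fell with AngII, and 30 rose and 29 fell with ACTH. The median log2 change was 0.01 with AngII and 0.02 with ACTH, with means of 0.19 and 0.26. RDH12 and SLC1A2 rose with both hormones and BCO2, raised in H295R cells (2.28 at 8 h), fell with both. camera gave p = 0.019 for AngII, which fgsea (p = 3.9e-05), the replicate block (p = 0.017) and 10 or 14 groups (p = 7.7e-04 and 1.6e-05) passed too and estimated correlation did not (p = 0.14). For ACTH camera gave p = 0.44, and fgsea (p = 0.0032) and 14 groups passed, while estimated correlation (p = 0.60), the block (p = 0.50) and 10 groups (p = 0.15) did not. fry, which tests a set against no change and not against other genes, gave p = 0.011 for AngII and p = 0.010 for ACTH. Steroid genes were in the sixth group, in which 16 of 45 genes rose with ACTH, including CYP11B2 and MC2R, and 6 with AngII. In that group 4 genes fell with ACTH and 1 with AngII, and it was not tested as a set. The rebuilt last group need not hold the genes of the paper's.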

We found 154 RBPs among the union of differential genes, including ones that were differentially expressed upon AngII treatment of H295R cells, such as CPEB4, MBNL1, MBNL2, MSI2, PEG10, ZFP36, and ZFP36L2. 

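The RNA-binding proteins named by the paper responded to ACTH in primary cells in 2 patterns. ZFP36, which destroys AU-rich mRNAs (log2 fold change 1.54, standard error 0.14, adjusted p = 3.0e-07), ZFP36L2 (0.53) and CPEB4 (0.85) rose at 3 h. At 24 h PEG10 (1.28), MSI2 (1.00) and CPEB4 (0.76) were up, and the splicing regulators MBNL2 (-0.49) and MBNL1 (-0.30) and ZFP36L2 (-0.36) down. So ACTH gave 3 up of 7 at 3 h and 3 up and 3 down at 24 h, the same when adjusted over the list alone. AngII raised 1 at 3 h (ZFP36L2, 0.47; 3 over the list alone) and 1 at 24 h (PEG10, 0.40; 2 over the list alone). In H295R cells 4 of 7 rose: CPEB4, MBNL2, ZFP36 and ZFP36L2. The paper picked these genes from the same samples, so their changes are not independent evidence.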

Overall, we found strong concordance between the direction and timing of expression changes in H295R cells and primary cells (Supplemental Fig. 4C).

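Changes of single genes were compared between the cell line and primary cells. Over 1549 genes changed in H295R cells and measured in primary cells, the log2 changes at 3 h in H295R cells correlated with those of primary cells at 3 h at r = 0.295 with AngII and 0.327 with ACTH. H295R cells at 8 h and primary cells at 24 h gave 0.183 with AngII and 0.159 with ACTH.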

**FIGURE 4.**
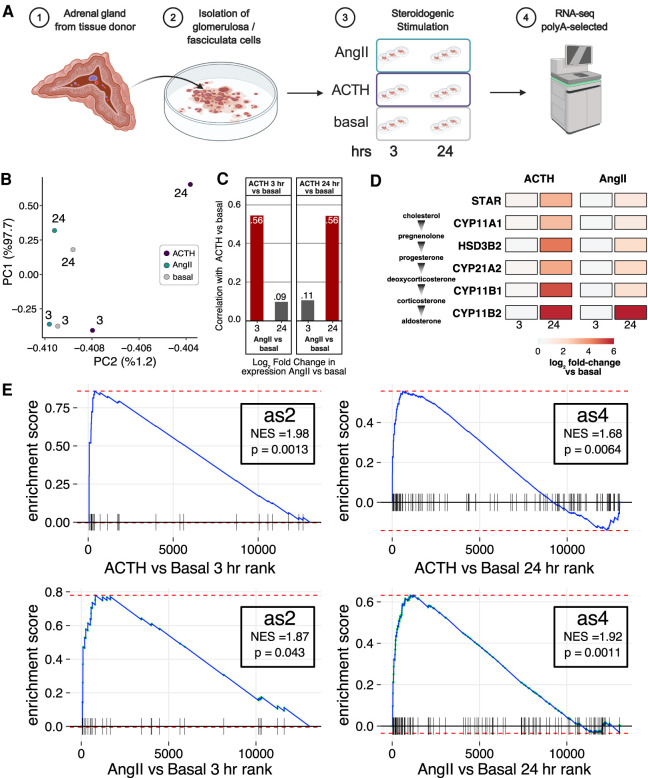
Gene expression dynamics of ex vivo stimulated primary human adrenocortical cells. (*A*) Ex vivo stimulation of cortical cells isolated from normal human adrenal glands treated with AngII, ACTH, or basal media for 3 or 24 h. Strand-specific paired-end RNA-seq was performed in triplicate on polyadenylated RNA. (*B*) Scatter plot of the first two principal components calculated on a matrix of the mean expression level for each expressed gene at each time (label) and treatment (color). (*C*) Bar plot of the Pearson correlation coefficient between AngII-induced and ACTH-induced changes in gene expression versus basal cells for the union of genes exhibiting statistically significant changes in expression in any condition/time. Correlation coefficients for comparisons of the same stimulation time are colored red. (*D*) Heatmap of log_2_ fold change in expression difference for stimulated (ACTH on *left*, AngII on *right*) versus basal for mRNAs encoding key steroidogenic enzymes. (*E*) GSEA running enrichment plots depicting the enrichment of as2 (*left*) and as4 (*right*) gene sets representing clusters of genes with similar AngII-induction kinetics in H295R cells (see Fig. 1D) in a list of genes ranked by the fold change upon ex vivo stimulation of primary human adrenocortical cells with ACTH (*top*) or AngII (basal) versus basal media.

### RNA-binding proteins regulate aldosterone levels

Given the agreement in direction and timing of the steroidogenic gene expression response between H295R and primary human cells, we performed an siRNA screen to identify RBPs that regulate aldosterone levels in H295R cells. We selected 16 candidates from an annotated list of 1542 human RBPs (see Gerstberger et al. 2014) based on (i) differential expression upon AngII treatment in H295R cells; (ii) high expression in H295R cells; (iii) high and adrenal gland-specific RNA expression across normal human tissues; and (iv) RBP motifs enriched in the 3′-UTRs of unstable and destabilized mRNAs (Fig. 5A). Due to our inclusion criteria the candidate RBPs were not all known decay factors (e.g., TRUB1 or PELO). We used independent siRNAs for each candidate RBP and measured aldosterone levels in cell supernatants 24 h after treatment with either vehicle or AngII (see Materials and Methods for details). Aldosterone levels were normalized by cell viability and compared to a mock electroporation control for both unstimulated and stimulated cell supernatants (Supplemental Fig. 5A; Supplemental Table 8). As expected, the depletion of the key steroidogenic transcription factor SF-1 (NR5A1) resulted in loss of aldosterone. Five RBPs exhibited statistically significant increases in aldosterone levels by two independent siRNAs in AngII stimulated cell supernatants (Fig. 5B). Among these putative repressors of aldosterone were regulators of global RNA decay (BTG2), ARE-decay (ZFP36L1 and ZFP36L2), and a pseudouridine synthase (TRUB1). We identified three potential RBPs for which two independent siRNA knockdowns resulted in decreased aldosterone levels suggesting they promote aldosterone production (Fig. 5C). Specifically, these putative activators of aldosterone were a splicing factor (MBNL2), an RNA decay factor (CPEB4), and a signaling scaffold and RNA localization factor (AKAP1). For the seven other RBPs we either observed no change and/or conflicting results for the different siRNAs (HNRNPL, MBNL1, PEG10, PNRC2, ZFP36), or we only screened a single siRNA (MSI2 and PELO) (Fig. 5D). Knockdown of RBPs resulted in similar, but more subtle effects on aldosterone levels in unstimulated cells, which was to be expected given the minimal amounts of aldosterone produced in the absence of AngII (Supplemental Fig. 5B–D). Interestingly we observed potential functional redundancy between the ZFP36 family members. Depletion ZFP36L2, which is the most abundant family member by mRNA expression, had the most consistent and potent increase in aldosterone levels (Supplemental Fig. 5E). These data revealed eight RBPs (10 including RBPs targeted by a single siRNA) that either activated or repressed aldosterone production. Seven of the ten RBPs were induced by AngII stimulation, which could indicate an increase in their respective post-transcriptional regulatory activity (Supplemental Fig. 5F).

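AngII raised some of the screened RNA-binding proteins in H295R cells. MBNL2, a regulator of splicing and mRNA localization (log2 fold change 2.36 at 6 h, standard error 0.05, adjusted p = 5.2e-17), and ZFP36L1 (1.12 at 4 h) were among 7 of 15 that rose, with BTG2, ZFP36, ZFP36L2, CPEB4 and PELO. The others were not called: ELAVL1, which stabilizes AU-rich mRNAs (-0.11), the pseudouridine synthase TRUB1 (-0.72), AKAP1 (-0.17), MBNL1 (0.12), MSI2 (0.37), PEG10 (0.28), PNRC2 (-0.16) and HNRNPL. Within the ZFP36 family ZFP36L2 (ENSG00000152518, chromosome 2:43222402–43226609) was the most abundant mRNA at 3 h, at 58.2 ± 3.23 TPM, then ZFP36 at 13.7 ± 0.0740 TPM and ZFP36L1 at 8.86 ± 0.245 TPM (mean ± SD, n = 2). ZFP36L2 rose by 2.10 log2 units at 3 h and ZFP36 by 3.78 at 2 h. Part of the screen was chosen for its change with AngII in these samples, so the share that rose is not independent evidence.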

**FIGURE 5.**
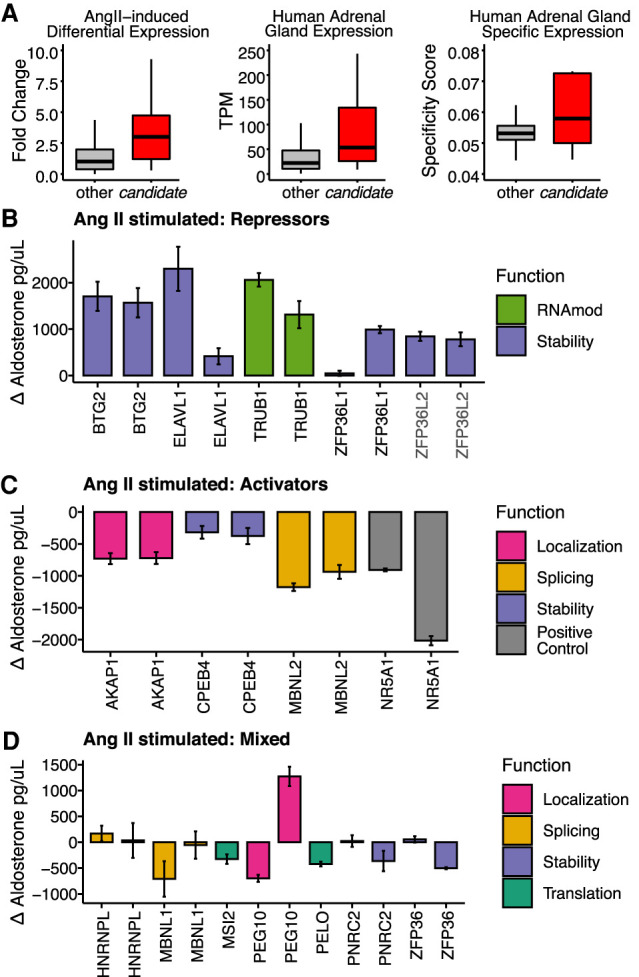
Regulation of aldosterone by RBPs in AngII stimulated cells. (*A*) Boxplots of all RBPs (gray) and candidate RBPs (red) for change in expression upon AngII stimulation (*left*), human adrenal tissue expression levels (*center*), and adrenal tissue specificity scores (*right*). Bar plot of the change in aldosterone concentrations for knockdowns resulting in (*B*) increased aldosterone concentration, (*C*) decreased aldosterone concentration, and (*D*) discordant or single siRNA results. Aldosterone levels were measured using ELISA from supernatants of H295R cells electroporated with siRNAs targeting candidate RBPs and stimulated with AngII for 24 h. The *y*-axis represents the change in aldosterone concentration versus mock electroporation (see Materials and Methods). The error bars represent the standard error of at least six replicates. RBPs are color-coded by their known function.

### BTG2 temporally restricts AngII-induced activation kinetics

We decided to investigate how BTG2 controls the AngII gene expression response. BTG2 promotes general RNA decay through deadenylation (Mauxion et al. 2008) and represses aldosterone production (Fig. 5B). Both BTG2 mRNA (Fig. 6A) and protein (Fig. 6B) were rapidly induced by AngII stimulation each peaking at ∼3 h. Therefore, we hypothesize that BTG2 actively promotes the resolution of aldosterone production. 

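BTG2 mRNA rose fast and far after AngII and was back near its start by 24 h. The protein couples mRNAs to the CCR4-NOT deadenylase. BTG2 was called from 0.75 h on (log2 fold change 3.57 at 0.75 h, standard error 0.28, adjusted p = 2.8e-07), reached 4.19 at 1 h and 4.99 at 1.5 h, and peaked at 2 h (log2 fold change 5.24 at 2 h, standard error 0.27, adjusted p = 1.9e-10), with 4.67 at 3 h, 4.13 at 4 h, 3.52 at 6 h and 1.84 at 8 h. In TPM (mean ± SD, n = 2) it went from 0.732 ± 0.0518 TPM at 0 h to 28.9 ± 0.698 TPM at 2 h and 0.976 ± 0.00216 TPM at 24 h. In primary cells it rose at 3 h with AngII (log2 fold change 2.13, standard error 0.14, adjusted p = 2.8e-08) and ACTH (1.82), and was still up at 24 h with ACTH (1.09) and AngII (0.56).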

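H295R cells electroporated with an siRNA against BTG2 or mock electroporated were sequenced unstimulated and after 6 and 24 h of AngII, with 2 libraries per condition. The authors estimated mature transcripts with Salmon, here without precursors. The 2 libraries held 23625339 and 24540059 reads (siRNA, 0 h), 21845062 and 23377074 reads (mock, 0 h), 20528549 and 22274176 reads (siRNA, 6 h), 23269738 and 23373636 reads (mock, 6 h), 20640387 and 24820264 reads (siRNA, 24 h), 26093028 and 26366315 reads (mock, 24 h). Each time was compared by edgeR over 17385 genes at an adjusted p under 0.05. Libraries with the same replicate number resembled each other across groups, so results of a model with the replicate number as a block are given beside the others where they change a call or a count.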

We performed RNA-seq of siRNA knockdown of BTG2 in H295R cells that were unstimulated or AngII-stimulated for 6 h and 24 h and performed RNA-seq in duplicate (Supplemental Table 9). 

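BTG2 mRNA was lower with its siRNA at all 3 times, most clearly after AngII. It stood at 1.14 ± 0.0787 TPM with siRNA against 1.86 ± 0.261 in mock cells at 0 h, 0.935 against 3.09 ± 1.06 at 6 h and 0.973 ± 0.0563 against 2.54 ± 0.0998 at 24 h (mean ± SD, n = 2). The log2 changes were -0.81, -1.47 and -1.27, with unadjusted p of 0.0090, 1.3e-04 and 3.7e-04. Adjusted over all genes edgeR called none of them (adjusted p = 0.80, 0.098 and 0.15), whereas with the replicate number as a block BTG2 was called at 6 h (0.014) and 24 h (0.018), and DESeq2 called it at the same 2 times (0.014 and 0.031). With 27 to 116 reads per library BTG2 was close to the limit of what 2 libraries can resolve.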

As expected, BTG2 mRNA levels were lower across all time points in the BTG2 depletion compared to the mock depletion (Supplemental Fig. 6A). Next, we assessed the overlap between mRNAs up-regulated or down-regulated by BTG2 depletion with the AngII-response clusters. We found that mRNAs up-regulated upon BTG2 depletion were strongly enriched in the as3, as4 classes and modestly enriched in aw1–aw4 classes (Fig. 6C). This is consistent with the propensity for these clusters to contain mRNAs exhibiting increases in RNA decay during steroidogenesis (Fig. 3C). 

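The genes changed most clearly by BTG2 siRNA were lower, not higher. At 24 h these included LMLN, a metallopeptidase (-1.93, adjusted p = 0.015), the sheddase ADAM9 (-1.38, 0.0012), the kinase PRKX (-1.20), CAMSAP2 (-0.91), NEFH (-0.82), MEX3C (-0.82), ADIPOR2 (-0.81), SINHCAF (-0.78) and SETD7 (-0.74). edgeR called 11, 15 and 25 genes lower at 0, 6 and 24 h and 0 higher at any time, with 394, 370 and 634 higher at an unadjusted p under 0.05. DESeq2 called 3, 2 and 10 higher and 56, 37 and 88 lower. With the replicate number as a block the counts were 8, 4 and 61 higher and 88, 58 and 154 lower. No gene responded to the siRNA differently at 24 h than at 0 h in edgeR with or without the block (0 genes, 316 at an unadjusted p under 0.05), so a dependence on AngII was not found. Mock cells responded to AngII with changes that correlated with those of the time course at r = 0.828 at 6 h and 0.547 at 24 h, with 2865 genes at 6 h and 147 at 24 h (4719 and 770 with the block).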

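Late AngII-activated genes leaned upward with BTG2 siRNA at 24 h. Of 614 genes higher at an unadjusted p under 0.05, 35 were among the 381 genes of the third to seventh strongly activated groups (odds ratio 2.73, 95% interval 1.85 to 3.91, Fisher's exact p = 1.3e-06). STC1 and VGF were among those higher. With the replicate number as a block the odds ratio was 1.49 (Fisher's exact p = 0.011). By group, weakly activated genes with a peak at 8 h had the lowest adjusted p (odds ratio 3.24, adjusted p = 1.5e-07, with block 1.65 and 0.016). The first weakly activated group had a larger odds ratio (3.52, adjusted p = 0.048, with block 1.43 and 0.73). Also enriched were weakly activated genes with a peak at 6 h (odds ratio 2.07, adjusted p = 0.027, with block 1.56 and 0.078). So were the fourth (odds ratio 2.58, adjusted p = 0.048, with block 1.27 and 0.73) and seventh (odds ratio 2.46, adjusted p = 0.045, with block 1.47 and 0.39) strongly activated groups. The third (odds ratio 3.96, adjusted p = 0.079; with block 2.84 and 0.091) and sixth (odds ratio 2.97, adjusted p = 0.19; with block 1.27 and 0.87) strongly activated groups were not significant. Genes of the second repressed group were fewer than chance among those higher (odds ratio 0.382, adjusted p = 0.079; with block 0.464 and 0.0074), and at 6 h went the other way (odds ratio 1.66, adjusted p = 0.34; with block 1.95 and 0.0081). The third weakly activated group was enriched already at 0 h (odds ratio 3.16, adjusted p = 8.2e-05; with block 2.00 and 0.0074), before AngII, as were the sixth strongly activated group, which holds CYP11B1, CYP11B2 and MC2R (odds ratio 7.17, adjusted p = 0.0029; with block 4.38 and 0.0074), and the second weakly activated group (odds ratio 2.63, adjusted p = 0.0077; with block 1.80 and 0.051). The second weakly activated group was also enriched among genes lower at 6 h (odds ratio 2.445, adjusted p = 0.026, with block 1.60 and 0.245). Among genes lower at 0 h its odds ratio was 2.08 (adjusted p = 0.079, with block 1.29 and 0.66). As a set the late strongly activated genes passed camera at 24 h (p = 0.0020, block 0.011) and lost the call with estimated correlation (p = 0.36). They passed camera at 0 h as well (p = 0.024; with estimated correlation p = 0.50) and not at 6 h (p = 1.00), but edgeR found no gene whose response to the siRNA differed between 6 and 24 h, with or without the block (0 genes, 332 at an unadjusted p under 0.05). The lists use unadjusted p, so many members are chance calls, and the overlap rested on single libraries: without the second siRNA library of 24 h the odds ratio was 1.45 (Fisher's exact p = 0.18) and without the first mock library 1.68 (p = 0.054), while without the first siRNA library it was 5.81 and without the second mock library 4.71. Against changed genes alone it was 1.64 (Fisher's exact p = 0.025). The paper takes such an enrichment together with BTG2 induction, levels of steroidogenic mRNAs and higher aldosterone after BTG2 knockdown. From all of these it proposes a model in which AngII induces BTG2 to speed the decay of prosteroidogenic mRNAs and so prevent too much aldosterone.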

Transcripts encoding critical prosteroidogenic factors and enzymes that were induced by AngII exhibited increased up-regulation in the BTG2 depleted cells (Fig. 6D), while unchanged mRNAs were not altered by BTG2 (Fig. 6D, right). 

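Without the low count filter edgeR called CYP11B2 with BTG2 siRNA at 24 h. With the filter, as in the values that follow, edgeR called no steroid gene over all genes. CYP11B2 had the largest change (0.84, SE 0.25, adjusted p = 0.49, block 0.052; unadjusted p = 0.0070), then CYP11B1 (0.61, SE 0.38, adjusted p = 0.70, block 0.42) and STAR (0.25, SE 0.11, adjusted p = 0.60, block 0.14; unadjusted p = 0.047). CYP21A2 (0.21), HSD3B2 (0.16), CYP11A1 (0.21), MC2R (0.37) and FDX1 (0.24) moved less. Of 6 genes on the path from cholesterol to aldosterone edgeR called 0, with 2 at an unadjusted p under 0.05 and 1 when adjusted over the list alone (CYP11B2), and with the block 0 and 2. The secreted peptide VGF was higher only with the block (0.88, adjusted p = 0.40, block 0.0079), and STC1 with the block (0.80, 0.19, block 0.032) and by DESeq2. GAPDH, the reference of the paper's PCR assays, was at 0.25, and 77 ribosomal protein genes had a median of 0.18 (0 higher over the list alone and 15 with the block), so small shifts upward were not limited to steroid genes. Among decay factors BTG1, the nearest relative of BTG2, was lower at 0 h (-0.86) and at 24 h with the block and by DESeq2 (-0.67, adjusted p = 0.096, block 0.0027). With 2 cultures per condition a change under 2-fold would often be missed.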

Altogether, these data are consistent with a model in which BTG2 is induced by AngII to up-regulate the decay of mRNAs encoding prosteroidogenic factors to prevent overproduction of aldosterone.

**FIGURE 6.**
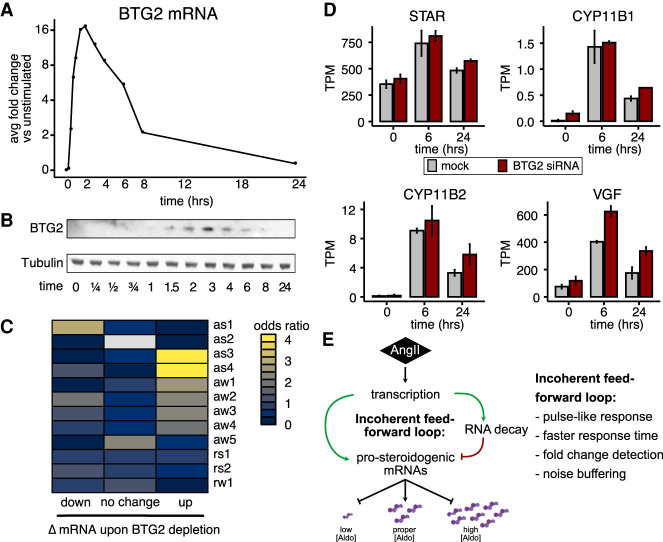
BTG2 constrains AngII RNA expression kinetics to prevent aldosterone overproduction. (*A*) Line plot of fold change in BTG2 mRNA levels in response to AngII. (*B*) Western blot of BTG2 and B-Tubulin protein levels in response to AngII. (*C*) Heatmap of the odds ratio for the overlap between response cluster membership and RNAs exhibiting down-regulation, no change, or up-regulation upon BTG2 siRNA depletion 24 h after AngII stimulation (yellow indicates more overlap). (*D*) Bar plot of expression levels of mRNAs encoding key AngII-induced steroidogenic proteins exhibiting statistically significant up-regulation (*P* < 0.05, DESeq2) upon BTG2 siRNA depletion during AngII stimulation. Error bars represent standard deviation. (*E*) Model for incoherent feedforward loop using increases in transcription and RNA decay to coordinate AngII stimulation kinetics to ensure the appropriate production of aldosterone.

## DISCUSSION

Despite our current understanding of adrenocortical steroidogenesis, the fundamental regulatory networks that govern aldosterone homeostasis remain unclear. Our data indicate that AngII stimulation increases both mRNA production and decay to rapidly implement and resolve a prosteroidogenic gene expression program. The AngII-induced expression dynamics in H295R cells are likely to be physiologically relevant since they were largely recapitulated in primary human adrenocortical cells stimulated with AngII and ACTH. This regulatory scheme enables the robust production of aldosterone while also preventing overproduction. The depletion of multiple factors promoting RNA decay, which themselves were up-regulated by AngII, resulted in an excess of aldosterone. The additional energy expenditure of increasing both transcription and decay may represent the cellular cost for the absence of a mechanism to store aldosterone within the cell and release it in response to stimulus. It will be interesting to determine if this coupling is disrupted by mutations driving primary aldosteronism.

### RNA decay temporally coordinates aldosterone production

The stimulation response of adrenocortical cells to AngII resembles an impulse (or single pulse) pattern consistent with functional higher order temporal coordination. This system exhibits both regulatory modules (12 clusters in Fig. 1D), which consists of coexpressed genes with the same temporal pattern, which reflects a particular sequential order or cascade of gene or module expression (Yosef and Regev 2011). The mRNAs in the regulatory modules encoded functionally related proteins that play distinct roles at specific times during the AngII response. For example, expression levels of mRNAs encoding transcription factors and RBPs peaked within the first few hours, while those encoding steroidogenic enzymes peaked 6–8 h post stimulation. Indeed, the temporal coordination of expression of these distinct factors is consistent with previous characterization of early and late steps of steroidogenesis (Nogueira et al. 2009). Our data suggest that both transcriptional cascades and intrinsic differences in RNA decay rates determine the kinetics of the AngII gene expression response. Specifically, the decay rate of transcriptionally induced mRNAs is inversely proportional to the time to peak expression. Therefore, RNA decay is critical for temporally coordinating the response time of these regulatory modules and consequently aldosterone homeostasis. Our findings are similar to the observed role RNA decay in coordinating immune and inflammation responses (Hao and Baltimore 2009; Elkon et al. 2010; Rabani et al. 2011). The temporal coordination of these regulatory modules by post-transcriptional regulation may be examples of dynamic RNA regulons (Keene 2007). Interestingly, these observations occur in systems that require a robust, rapid, yet measured production of a physiologically potent molecule in either cytokines or steroid hormones.

### Coupling of transcription and decay dynamics controls aldosterone homeostasis

Multiple lines of evidence indicate that one or more mixed incoherent feedforward loops (MIFFL) ensure the proper promotion and resolution of steroidogenesis (Fig. 6E). Specifically, AngII promotes the transcriptional up-regulation of both prosteroidogenic factors (STAR, CYP11B2) and RNA metabolism factors (BTG2, ZFP36L2) that negatively regulate the expression of prosteroidogenic factors. These Incoherent feedforward loops have largely been examined with respect to transcription factors and miRNAs and are a recurrent motif to enhance the robustness (Shalgi et al. 2007; Tsang et al. 2007). Transcription factor and RBP versions of these motifs remain poorly characterized (Joshi et al. 2012), with the exception of the RBP ZFP36 (TTP) in macrophage activation models (Rabani et al. 2014). Nevertheless, the behavioral benefits associated with incoherent feedforward loops include the production of pulse-like patterns, faster response times to stimulation, output noise buffering, and even detection of fold-change in expression (Basu et al. 2004; Mangan et al. 2006; Goentoro et al. 2009; Siciliano et al. 2013). These features would be invaluable for facilitating the rapid production and resolution of the response to AngII stimulation to maintain proper aldosterone homeostasis. However, due to a combination of technical limitations and need for additional experimentation, we do not know which of those features that BTG2 contributes to. H295R cells are difficult to transfect and it is imperative to develop stable models for controlling gene dose, which we are developing using CRISPR/Cas9. Additionally, we would gain sensitivity by using recently developed methods that provide a direct readout of newly synthesized versus preexisting RNAs in the same sample (Herzog et al. 2017; Schofield et al. 2018). Thus, we are likely underestimating the true number of RNAs exhibiting changes in decay rates during steroidogenesis. Furthermore, we do not know the identity of the transcription factor(s) promoting synthesis of mRNAs encoding prosteroidogenic proteins and BTG2, though SF1 (NR5A1) and CREB1 are the most likely candidates (Caron et al. 1997; Clark and Combs 1999; Nogueira and Rainey 2010; Selvaraj et al. 2018). The RBPs ZFP36L1 and ZFP36L2 are both induced by AngII and bind to AREs in the 3′-UTR of target mRNA to promote decay and may be additional repressors. Consistent with our expectation, ZFP36L1 was shown to suppress ACTH-stimulated STAR mRNA induction in bovine adrenocortical cells and mouse cell lines (Duan et al. 2009). However, this was mediated via ZFP36L1 binding to AREs in an alternative 3′-UTR that we did not detect in our RNA-seq data from H295R or human adrenocortical cells. Finally, BTG2 depletion only deregulated a subset of mRNAs, which suggests that BTG2 may synergize with specific RNA-decay pathways as previously postulated (Stupfler et al. 2016).

### Dynamic RNA regulatory network controlling steroidogenesis

We have uncovered a novel paradigm by which RBAs and regulated RNA decay control the kinetics of AngII-stimulated gene expression to facilitate the implementation and resolution of prosteroidogenic gene expression and metabolic programs required for proper aldosterone production in humans. In addition to RNA decay factors, we identified the RNA modification enzyme TRUB1 was also a repressor of steroidogenesis. TRUB1 is a pseudouridine synthase that modifies tRNAs and mRNAs (Safra et al. 2017). We also identified numerous activators of aldosterone production. We found that the signaling scaffold protein AKAP1 activates aldosterone production, which is consistent with a proposed role for AKAP1 in promoting the localized translation of STAR mRNA at the mitochondria (Dyson et al. 2008; Grozdanov and Stocco 2012). Additional activators identified include the cytoplasmic RBPs CPEB4, MSI2, and PELO, which regulated stability and translation, as well as, MBNL2 a well-known splicing factor. The majority of these RBPs have not previously been associated with aldosterone production or steroidogenesis. The identification of activators and repressors is not surprising given the dysregulation of aldosterone homeostasis has pathological consequences. Dissecting the role of combinatorial regulation by RBPs in the dynamic steroidogenic regulatory network will undoubtedly reveal novel points of control. Since the adrenal cortex is amenable to the delivery of modified oligonucleotides (Biscans et al. 2019), the RBP–RNA regulatory interactions may be targeted for disruption to precisely and specifically modulate steroidogenesis.

## MATERIALS AND METHODS

See Supplemental Methods for more details.

### Cell culture

H295R cells were cultured in complete media containing DMEM:F12 with 10% Cosmic Calf Serum (Hyclone: SH30087.03) and 1% ITS+ Premix (Corning: 354352). H295R cells were stimulated with 10 nM Angiontensin II (Sigma: A9525) after being in low sera media for 24 h (DMEM/F12 with 0.1% CCS, 1% ITS).

Primary human adrenal cells were isolated and cultured as described previously (Xing et al. 2010; Rege et al. 2015). Primary adrenal cells were plated at a density of 20,000 cells/well (48 well dish) in growth medium and grown to 60% confluence after which they were starved in low serum medium 18 h prior to treatment with either 10 nM AngII or 10 µM ACTH.

### Gene expression measurements

H295R cells were collected in TRIzol and RNA was isolated using ZYMO Research DirectZol Miniprep Plus kit following the manufacturer's instructions with on-column DNase I digestion. RNA was collected from ex vivo stimulated primary adrenal cells using the Qiagen RNEasy MiniPrep Plus kit following the manufacturer's instructions and eluted into nuclease-free water.

### RT-qPCR

Reverse transcription was performed using 100 ng of RNA input for the Bio-Rad iScripit kit and qPCR using Bio-Rad iTaq Universal SYBR Green Supermix on a Bio-Rad CFX 384 qPCR instrument. Analysis of qPCR was performed using the delta-delta Cq method normalizing to GAPDH and unstimulated controls.

### Metabolic labeling experiments

We performed 4-thiouridine (4sU) experiments as described previously (Mukherjee et al. 2017). Briefly, H295R cells were treated for a 20-min pulse with 500 µM 4sU. RNA was extracted and split into input and biotinylated samples. The biotinylated RNA was immunoprecipitated using streptavidin beads and both input and immunoprecipitated RNA were subject to rRNA depletion using RiboZero and sequenced using the qRNA-seq kit (BIOO scientific).

### RNA-seq and regulatory analysis

Salmon (Patro et al. 2017) was used for quantifying transcript levels from all libraries using Gencode v26. A custom salmon index containing a Gencode v26 precursor, mature transcripts, and ERCC spike-ins was used as previously described (Mukherjee et al. 2017). All downstream analysis was performed in R and detailed in the Supplemental Methods. Unstimulated (initial) RNA decay rates were estimated using 4sU metabolic labeling data and the INSPEcT R package (de Pretis et al. 2015). Overrepresentation of 7mers was calculated via Cwords (Rasmussen et al. 2013) from 3′UTR sequences ranked by unstimulated RNA decay rates. RBP motifs enrichment was calculated using https://github.com/TaliaferroLab/FeatureReachR. Determining RNA stability changes during the time course used salmon-quantified intronic and exonic reads, adapting the Exon-Intron Split Analysis concept implemented in eisaR (Gaidatzis et al. 2015).

### Aldosterone screen

H295R cells (2.5M) cultured in complete media were electroporated with 10 µM siRNA (Thermo Fisher Scientific—see supplement for catalog numbers) and plated in a 96-well plate. After 24 h, half the wells had media that was replaced with low sera media and the other half with low sera media containing AngII. After 24 h, aldosterone levels in the supernatant were measured using Aldosterone Competitive ELISA kit (ThermoFisher) and cell viability was measured from the cells using PrestoBlue reagent (ThermoFisher) by reading fluorescence on a BioTek Synergy HT plate reader. Each plate contained a mock transfection that we normalized to for calculating aldosterone levels in each siRNA experiment while taking plate batch effects and cell viability into account.

## DATA DEPOSITION

Raw sequencing data have been deposited in SRA GSE163801. Code and processed data are available at https://github.com/mukherjeelab/2021_RNA_PTR-steroid-kinetics.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## Supplementary Material

Supplemental Material

# Supplementary material for: RNA-binding proteins regulate aldosterone homeostasis in human steroidogenic cells
**Source:** RNA. 2021 Aug;27(8):933–45. doi: 10.1261/rna.078727.121
**Supplement:** Supplemental Material

RNA-binding proteins regulate aldosterone homeostasis in human steroidogenic cells — Supplemental Material 

# RNA-binding proteins regulate aldosterone homeostasis in human steroidogenic cells

## Supplemental Material

- Supplemental\_Figures\_.pdf
- supplemental\_methods.pdf
- Supplemental\_Table\_1.zip
- Supplemental\_Table\_2.zip
- Supplemental\_Table\_3.zip
- Supplemental\_Table\_4.zip
- Supplemental\_Table\_5.zip
- Supplemental\_Table\_6.zip
- Supplemental\_Table\_7.zip
- Supplemental\_Table\_8.zip
- Supplemental\_Table\_9.zip
- Supplemental\_Tables\_.docx

# Supplementary material for: RNA-binding proteins regulate aldosterone homeostasis in human steroidogenic cells
**Source:** RNA. 2021 Aug;27(8):933–45. doi: 10.1261/rna.078727.121
**Supplement:** Supplemental Material

## **SUPPLEMENTAL FIGURES**

**RNA-binding proteins regulate aldosterone homeostasis in human steroidogenic cells**

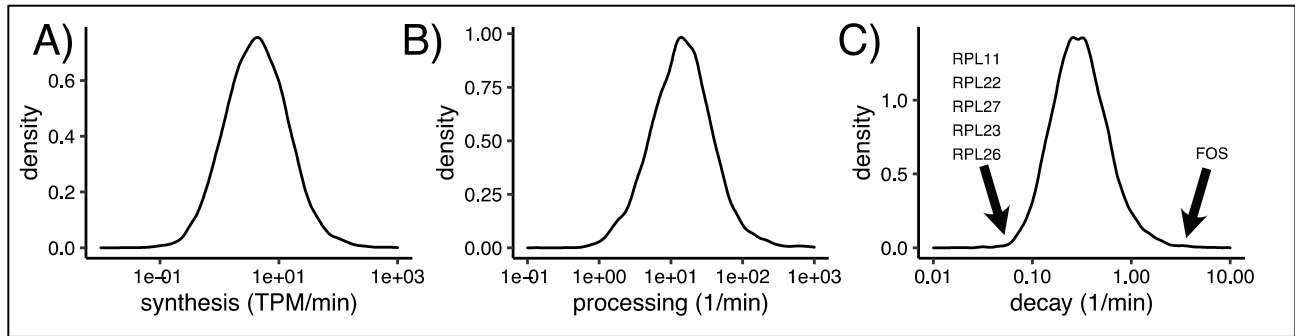

**Supplemental Figure 2 – Measuring RNA decay rates in unstimulated H295R cells.** Distribution of A) synthesis, B) processing, and C) decay rates calculated using INSPECT comparing 20-minute 4sU pulse to input RNA. Decay rates of mRNAs encoding ribosomal proteins and immediate early genes depicted.

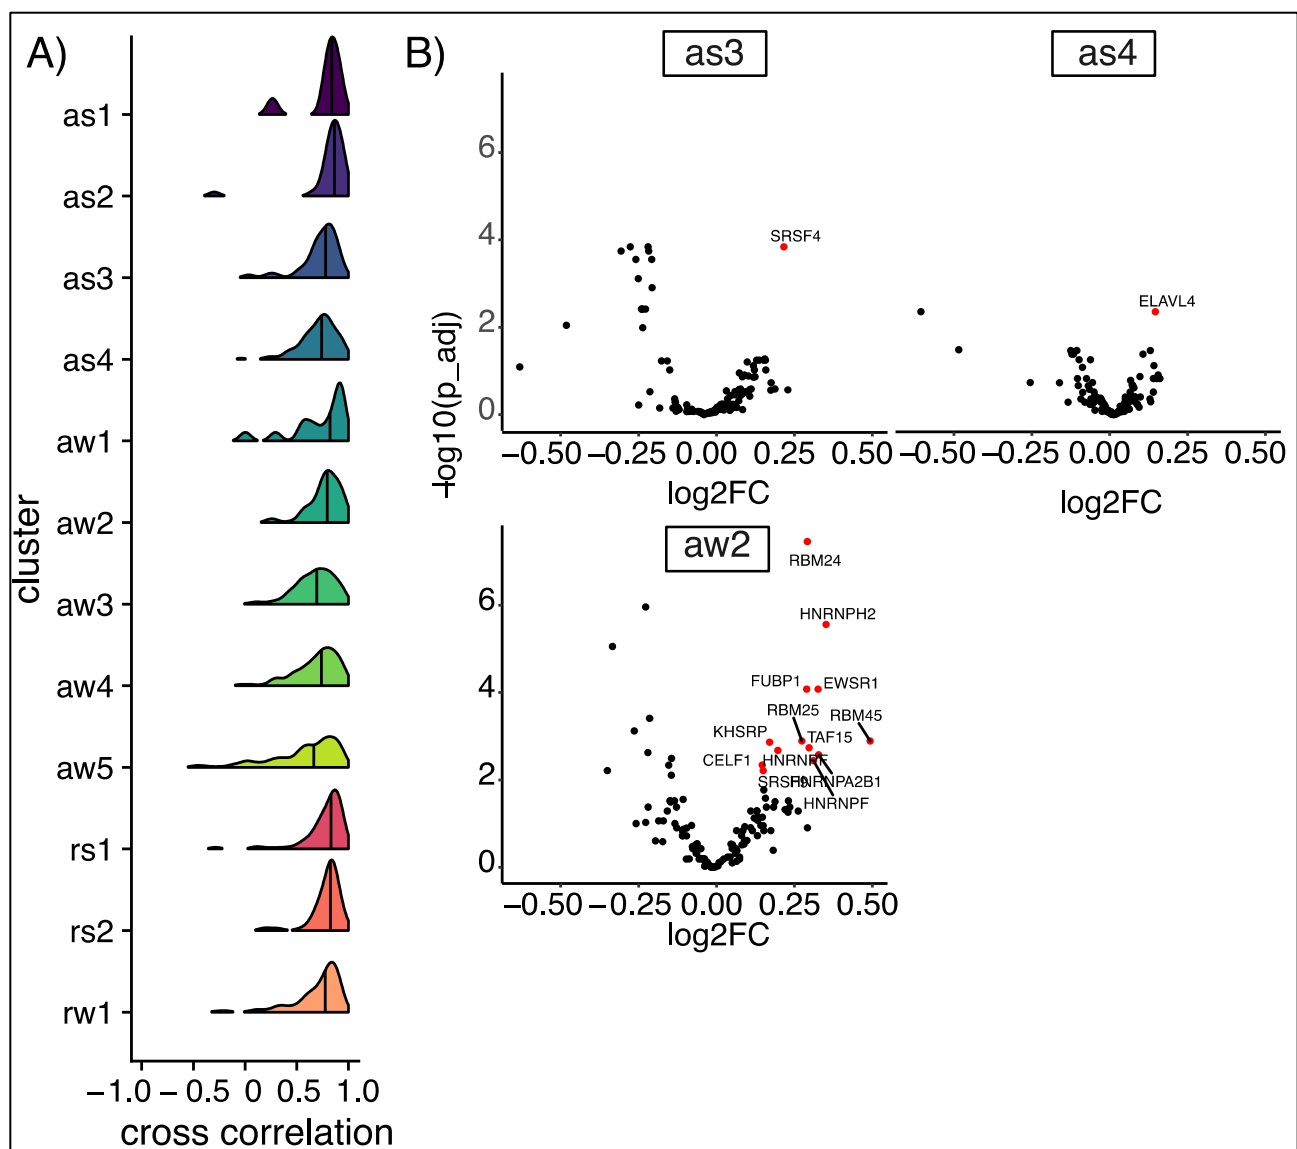

**Supplemental Figure 3 – AngII-induced changes in RNA decay.** A) Distribution of cross-correlation coefficients between pre-mRNA and mRNA levels for each gene across all time points for each response cluster. B) Scatter plot of the p-value and enrichment of RBP motifs in 5mers within the 3' UTR of destabilized mRNAs in as3 (top left), as4 (top right), and aw2 (bottom left) versus 3' UTRs of non-differentially expressed mRNAs.

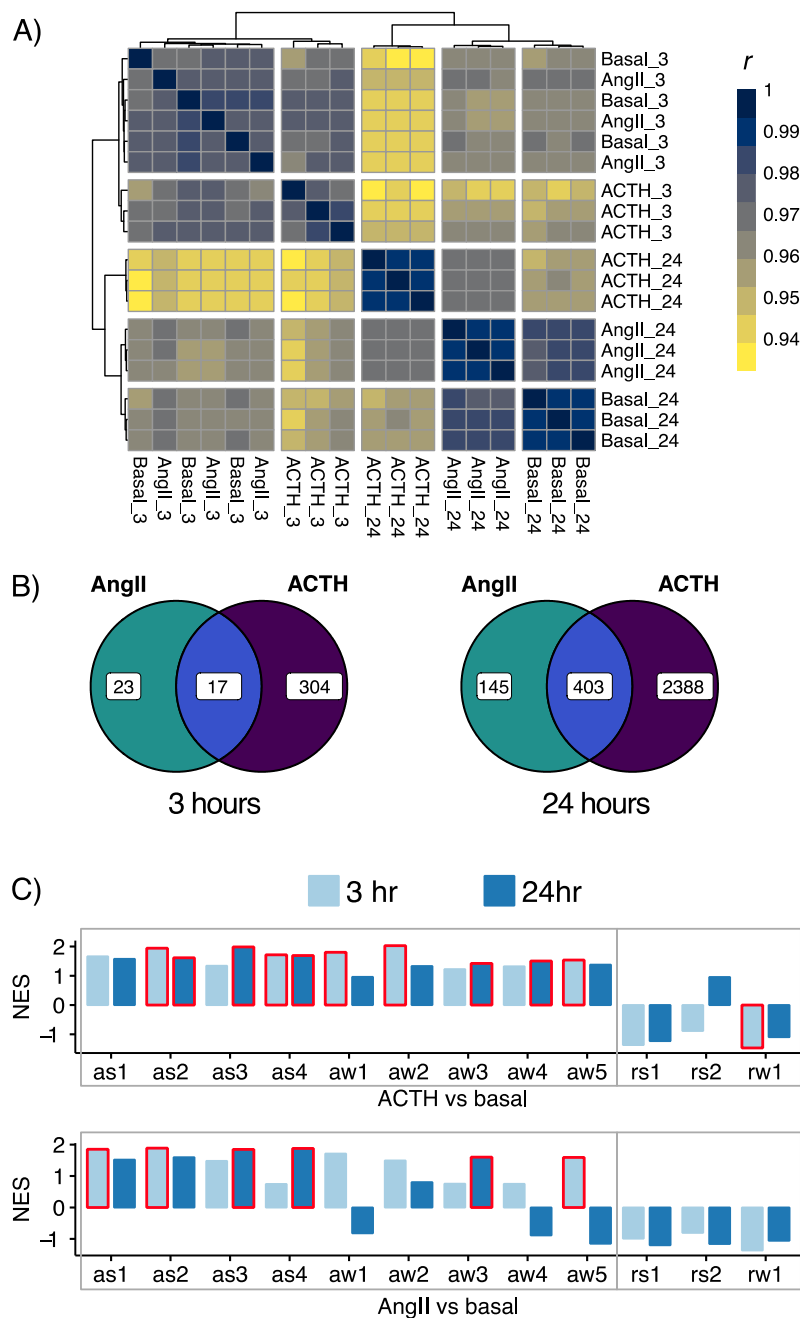

**Supplemental Figure 4 –Ex vivo stimulated primary human adrenocortical cells analysis.** A) Heatmap of clustered pairwise Pearson correlation coefficients for all samples using expressed genes. B) Venn diagram depicting union and differences between genes differentially expressed upon ex vivo stimulation of primary human adrenocortical cells with AngII or ACTH for 3 hours (left) or 24 hours (right). C) Barplot of normalized enrichment scores (NES) calculated using GSEA representing the enrichment (positive values) or depletion (negative values) of gene sets identified from H295R stimulation response in ACTH (top) or AngII (bottom) induced changes in expression versus basal for each time point. The NES is comparable across gene sets since it adjusts for the size of the gene set and represents the strength of the enrichment/depletion. H295R-derived gene sets with statistically significant enrichment or depletion ( $p < 0.05$ ) outlined in red.

# Supplemental Figure 5 – Regulation of aldosterone by RBPs in unstimulated cells.

A) Scatterplot of aldosterone levels (supernatant) to cell viability measured using PrestoBlue for unstimulated (left) and AngII-stimulated cells (right). To aid comparison with aldosterone changes from the AngII stimulated cells (Figure 5B-D), the plot arrangement and category assignments (“repressor”, “activator”, “mixed”) are identical to the simulated results. Barplot of the change in aldosterone concentrations for knockdowns resulting in B) increased aldosterone concentration, C) decreased aldosterone concentration, and D) discordant or single siRNA results. Aldosterone levels were measured using ELISA from supernatants of H295R cells electroporated with siRNAs targeting candidate RBPs. The y-axis represents the change in aldosterone concentration versus mock electroporation (see methods). The error bars represent the standard error of at least 6 replicates. RBPs are color-coded by their known function. E) Expression levels in transcripts per million (TPM) of all three ZFP36 family members during the AngII stimulation time course. F) Heatmap depicting change in expression compared to unstimulated cells for mRNAs encoding proteins screened for regulation of aldosterone. Only those with statistically significant differential expression were included.

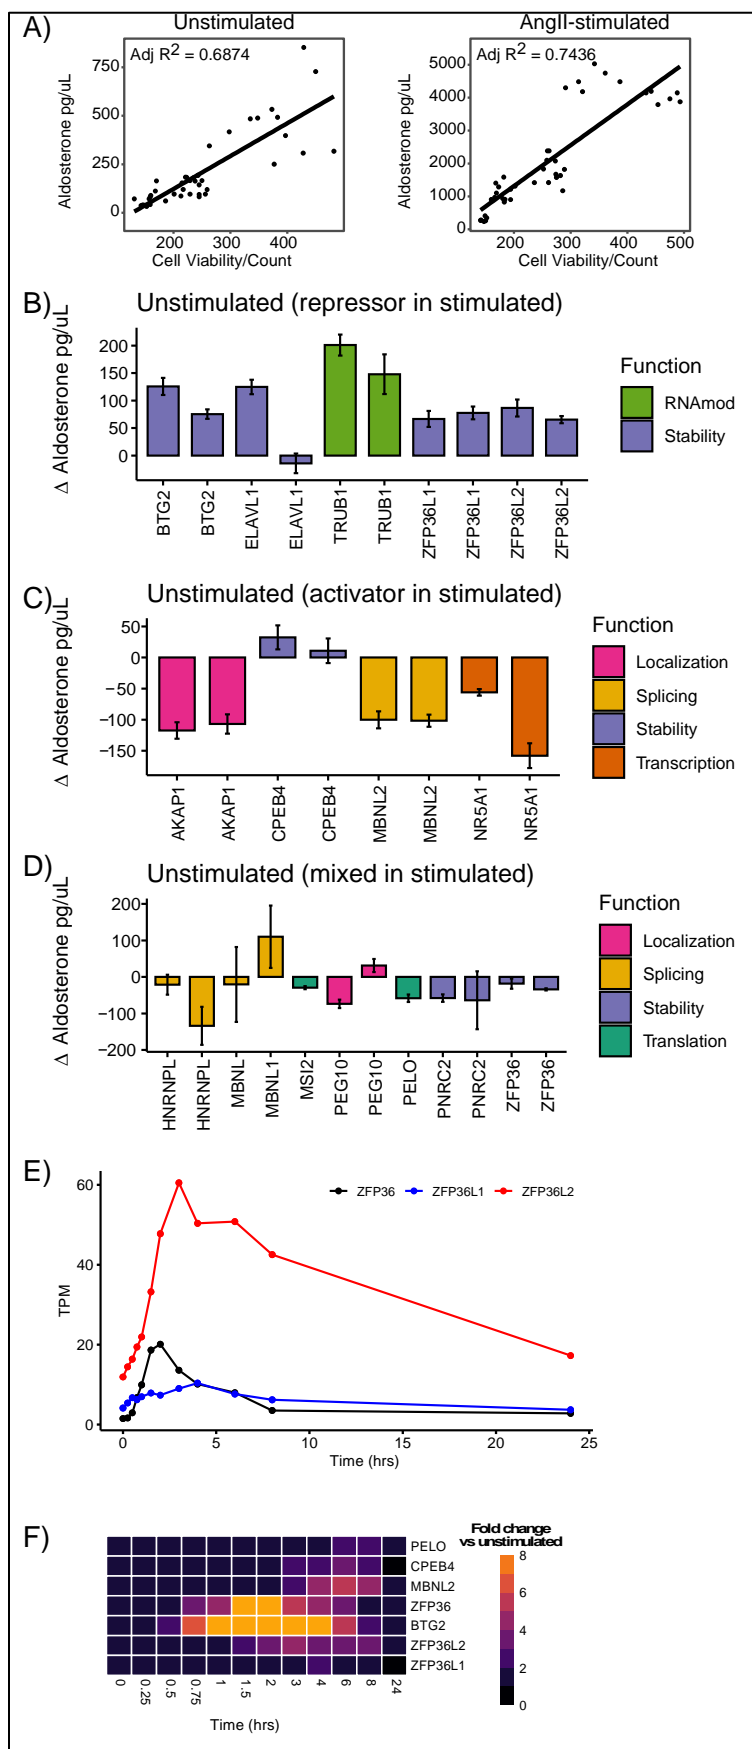

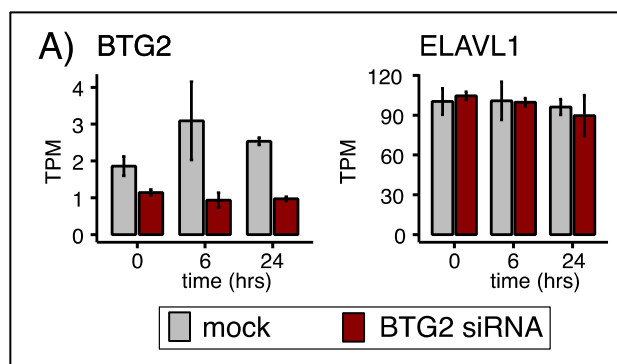

Supplemental Figure 6 – **BTG2-dependent steroidogenic expression changes.** A) Barplot of expression levels of BTG2 (downregulated, left) and ELAVL (no change, right) upon BTG2 siRNA depletion and AngII stimulation.

# Supplementary material for: RNA-binding proteins regulate aldosterone homeostasis in human steroidogenic cells
**Source:** RNA. 2021 Aug;27(8):933–45. doi: 10.1261/rna.078727.121
**Supplement:** Supplemental Material

**SUPPLEMENTAL TABLES**

Supplemental Table 1 - AngII-treated H295R mature RNA abundance quantification

Supplemental Table 2 - AngII-treated H295R mature RNA k-means clustering, differential gene expression analysis, and correlation results

Supplemental Table 3 - Estimated decay rates in for unstimulated H295R

Supplemental Table 4 - AngII-treated H295R precursor RNA abundance quantification

Supplemental Table 5 - Exon-intron-split analysis results

Supplemental Table 6 - AngII-treated adrenocortical cell mature RNA abundance quantification and differential gene expression analysis

Supplemental Table 7 - ACTH-treated adrenocortical cell mature RNA abundance quantification and differential gene expression analysis

Supplemental Table 8 - Changes in aldosterone levels from siRNA screen.

Supplemental Table 9 - BTG2 knockdown mature RNA abundance quantification

How the deposited data were processed for this re-analysis (not part of the article)

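The data of 4 experiments were used, with 60 libraries in all. H295R cells were sampled at 12 times of AngII (24 libraries, 2 per time). Unstimulated H295R cells were pulsed with 500 µM 4sU for 20 min and sequenced as labeled and total RNA (6 libraries, 3 each). Primary adrenocortical cells were given AngII, ACTH or basal medium for 3 or 24 h (18 libraries, 3 per condition), and H295R cells with BTG2 siRNA or mock electroporation were sampled at 0, 6 and 24 h (12 libraries, 2 per condition). The authors made the deposited values with Salmon, library by library, as estimated counts of reads per transcript and as TPM on the human genome assembly GRCh38. In all experiments but the siRNA the authors gave each precursor RNA, spike-in RNA and 45S ribosomal RNA an entry of its own, so the deposited TPM are shares of all of these. Checked on the values, the estimated counts were mostly not whole and their totals differed between libraries, and TPM summed to the same total in every library.

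Estimated counts were summed per gene over mature transcripts, apart from precursors, and rounded. Transcripts that matched no gene of the annotation held 0.027 to 0.084% of the mature reads of a library and were left out. Entries that name no gene stayed out of library sizes and tests: spike-in RNA, with 0.351 to 0.543% of the reads in the time course, and 45S ribosomal RNA, with 0.190 to 1.43% in the time course, 4.92 to 27.3% in primary cells at 3 h, 8.13 to 22.9% at 24 h and at most 0.10% in labeled RNA. Reads per library are given where each experiment is described.

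Groups were compared with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, low count filter by group, all libraries of an experiment fitted together) in R 4.3.3, with p adjusted after Benjamini and Hochberg over the genes tested. The time course was called at an adjusted p of at most 0.001 and a change over 2-fold, the other experiments at an adjusted p under 0.05. DESeq2 1.42.0 was the alternative test. Gene sets were tested with camera of limma 3.58.1 at its preset correlation of 0.01 and again with the correlation estimated, and with fgsea 1.28.0 and fry of limma as alternatives, of which fry tests a set against no change and not against other genes. Overlaps were tested with Fisher's exact test. The 12 groups were rebuilt by k-means (100 starts) on log2 changes with a prior count of 2. A group was called strongly activated when its mean profile reached 3-fold, and strongly repressed when it fell to 0.7-fold or below.

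Turnover was measured as the log2 ratio of labeled to total TPM with a pseudocount of 0.1, for genes with at least 1 TPM in total RNA, and groups were compared by 100000 permutations of genes. It is a ratio and not a decay rate. Precursor and mature changes were correlated over the times, and the difference between them was tested as the interaction of RNA type and AngII in edgeR. Words of 7 bases were ranked in the longest 3′ UTR of each gene. Correlations between comparisons that share basal libraries were set beside 20 simulated data sets without effects. Other software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and data.table 1.17.8.

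The main steps were tested on simulated data. Counts were drawn for the real genes and library sizes, with 200 genes changed by 1.5, 2 or 4-fold. Recovered at these folds were 1 of 67, 25 of 67 and 62 of 66 for H295R cells at 6 h (17403 genes), where the 2-fold limit excludes the smallest changes, 25 of 61, 45 of 64 and 54 of 64 for labeled RNA (14270 genes), 48 of 67, 55 of 67 and 63 of 66 for ACTH at 3 h (15544 genes), 49 of 67, 54 of 67 and 65 of 66 for AngII at 24 h (15467 genes) and 19 of 67, 47 of 67 and 59 of 66 for BTG2 siRNA at 24 h (16855 genes). For precursor against mature changes the pooled comparison recovered 92 of 95 lowered and 85 of 96 raised mRNAs, with 15 of 1115 unchanged ones called. On the real genes it called 0, so this recovery does not carry over to changes that differ between times. Of 2 words planted in 11286 3′ UTRs 2 ranked first.

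Replicate numbers of the siRNA experiment were checked for pairing, since its labels give every group the same numbers. The deviations of same-numbered libraries from their group means correlated at 0.190, 0.233 and 0.114 between siRNA and mock cells at 0, 6 and 24 h. All 3 lie over 0.1, the limit of the rule used, so the numbers were taken to pair the libraries, from the values alone, as neither the paper nor the labels say what a number stands for. Over all 15 pairs of groups r ranged from 0.0367 to 0.253. The fit with the replicate number as a block is given beside siRNA results where it changes a call or moves a count by over 1.5 times.

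The tests, 30 gene lists, the rule for genes to be named and the alternatives were set before the data were examined, apart from those the text marks as chosen afterwards. Named are every gene the paper names, the 10 largest rises and the 10 largest falls of the time course, of each comparison in primary cells and of BTG2 siRNA at 24 h (protein-coding genes past the threshold with an average log2 CPM of at least 1 and no overlap between the libraries compared), and up to 4 members of each list with the lowest adjusted p. Genes outside this rule are named as members of small counts or overlaps and were chosen after their values were seen. Alternatives changed the low count filter, the size factors (including spike-in scaling), the test, the replicate block, the counting of precursor reads, length offsets, the libraries fitted, thresholds, pseudocounts and the number of groups (10 and 14), and left out each library in turn. Hormone measurements, PCR assays and protein blots hold no sequencing values and were left out.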

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

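The tests of regrouped libraries, the test of a shared batch and the count of called mRNAs with the word AACCACA were chosen after the results were seen, and the tests of depth, ribosomal RNA and siRNA words before. In primary cells the response to each hormone differed between 3 and 24 h. edgeR found 1974 genes whose response to ACTH differed between the times (984 with a higher and 990 with a lower log2 change at 24 h) and 213 for AngII (138 and 75). Genes tied to steroid synthesis were among those with a higher change at 24 h. Examples are CYP11B2 (6.56 higher at 24 h with ACTH and 7.04 with AngII), MC2R (5.11 and 3.82), FDX1 (3.17 with ACTH) and HMGCS1 (3.50 and 1.38). The regulators NR4A2 (a difference of -4.45 with ACTH) and TOB1 (-1.81) were among those with a lower change at 24 h. What share of the genes that differed belongs to either class was not tested. KCNJ5 parted in opposite directions, with -4.72 for ACTH and 1.17 for AngII.

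Libraries at 24 h were deeper, which could raise the counts of that time. After all 18 libraries were thinned to 13010706 reads, 555 genes at 3 h and 3226 at 24 h were called for ACTH, a ratio of 5.81 against 6.05 before, and 26 and 528 for AngII, a ratio of 20.3 against 21.9, so depth was not the reason. Ribosomal RNA took a mean of 15.9% of the reads with ACTH and 13.4% with AngII at 24 h, and the ranges (11.6 to 22.9% and 10.1 to 16.7%) overlapped that of basal cells (8.13 to 19.3%), which argues against this source as well. In 40 regroupings of treated and basal libraries within each time, 4 for ACTH and 5 for AngII, the real one included, gave at least as many genes (highest of the others 2848 and 494). This share cannot decide on chance, because each of those others kept the real groups of 24 h and mixed only those of 3 h, which by itself leaves a large difference between the times. The 32 that kept neither gave at most 0 and 1 genes. Length of treatment, the biological explanation of the design, stays open as a hypothesis.

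A few genes turned around with ACTH, each called in both directions by edgeR. 25 genes were higher at 3 h and lower at 24 h, among them the antiproliferative BTG1 and TOB2, the decay factor ZFP36L2 and the G protein regulator RGS2. Values at 3 and 24 h were for TOB2 (0.61 and -0.32), RGS2 (1.06 and -0.58), FOSL2 (0.72 and -0.32) and C11orf96 (1.48 at 3 h). 7 went the other way: ZNF280B (-1.50 and 0.85), ZNF799 (-0.85 and 0.50), BAK1 (-0.30 and 0.63), BRF2 (-0.57 and 0.51), GTF2E1 (-0.54 and 0.29), KCTD21 (-0.53 and 0.43) and RAD54L2 (-0.52 and 0.37), which were chosen after their values were seen. Another 255 genes moved the same way at both times. With AngII 10 moved the same way and none turned around in edgeR.

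BTG2 siRNA lowered a small set of mRNAs that BTG2 does not explain as a decay factor, since its loss should raise its targets. 28 genes were lower at 1 time or more and 8 at all 3 (46 with the replicate number as a block), already in unstimulated cells. Of the 27 of these with a 3′ UTR searched 20 (74.1%) held the word AACCACA, against 13.6% of other mRNAs. The word was picked as the one most tied to lower levels in the same data, so part of this excess was built in by the choice and a test of it would not be valid. Among the genes lower at all 3 times LMLN held 11 copies and ADAM9 0, so the word does not cover every gene of the set.

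An off-target effect through the seed of the siRNA could give this pattern, and predicts that the words tied to lower levels lie in BTG2 mRNA, from which the siRNA was designed. Of the 10 words most tied to lower levels 7 lay in it, against 14.4% of all 7-mers, with AACCACA first (z = -15.2), at position 282 and again at 1415, in the 3′ UTR, of its 2712 bases. Most of the others are AU-rich words that AU-rich 3′ UTRs share, so the count of words rests in part on base composition. Of the 10 words most tied to higher levels 4 also lay in BTG2 mRNA. Presence there was thus not limited to words tied to lower levels. With the replicate number as a block 100% of the mRNAs lower at 24 h were called again, but this cannot test a batch shared by libraries of 1 number: each number has 1 siRNA and 1 mock library at every time, and such a batch leaves their difference as it is. Whether siRNA and mock libraries were handled apart is not known. The siRNA sequence was not available, so the match itself could not be tested, and the lower level of BTG2 as the indirect source stays open.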

How the results depend on the processing

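The model of precursor against mature changes with a term per time point, its likelihood ratio test and 2 further settings of the precursor correlation are tests chosen after seeing the data. Of 229 values of 37 results under an alternative, 150 kept their direction and their side of the threshold or stayed within 1.5 times, 3 lost and 3 gained a call, 72 moved and 1 reversed. With single libraries left out 488 of 522 kept theirs, 2 lost a call and 32 moved. No named gene reversed under any of them. Where a cause is not given, the cause was not tested. Where a library left out leaves its group with 1 sample, the lone sample is assumed to vary like the other groups. The lists of genes higher with BTG2 siRNA at an adjusted p under 0.05 hold no gene in edgeR (634 at 24 h at an unadjusted p under 0.05, 10 by DESeq2), so the odds ratio could not be computed at that threshold.

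Without the low count filter the time course gave 55, 87, 112, 124, 198 and 226 genes at 0.25, 0.5, 0.75, 1, 1.5 and 2 h and 214 at 24 h, primary cells 162 and 1066 with AngII at 3 and 24 h, and BTG2 siRNA 111, 111 and 284 at 0, 6 and 24 h. DESeq2 gave 6 at 0.25 h, 63 for AngII at 3 h and 59, 39 and 98 for the siRNA. Adding precursor reads gave 2830 genes at any time and 20, 58, 128, 157, 284, 377, 885, 1438 and 2095 from 0.25 to 6 h, as it counts unspliced RNA. Spike-in scaling, which shifted the median log2 change by 0.03 to 0.31, gave 6 genes at 0.25 h and 37 at 24 h. Length offsets gave 404, 17, 392 and 2752 for ACTH at 3 h, AngII at 3 h, AngII at 24 h and any comparison, and 6, 3 and 5 for the siRNA. A fold over 2 besides the threshold, which keeps fewer genes by construction, gave 191, 938, 13, 181 and 1091 for ACTH at 3 and 24 h, AngII at 3 and 24 h and any comparison. Fitted on the 6 libraries of each comparison alone they were 319 for ACTH at 3 h and 3 and 957 for AngII at 3 and 24 h, and on 4 libraries for the siRNA 4, 0 and 1, against 794, 772 and 1430 at an unadjusted p under 0.05.

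The pooled comparison of precursor and mature changes, with 0 calls in edgeR in either direction, gave 13 destabilized and 23 stabilized genes with only 3 to 8 h, 2 and 38 with only 24 h, 2 and 1 with separate normalization, 1 destabilized over all genes, 1 stabilized by likelihood ratio test, and 168 and 123 with a term per time point. The median correlation of precursor and mature changes was 0.643 on linear folds, 0.654 with at least 10 counts, 0.658 with 1 TPM added, 0.676 on counts with a prior of 2 and 0.826 with a lag allowed. The correlation of ACTH and AngII changes at 24 h was 0.509 over all genes. The first strongly activated group peaked at 1.5 h with scaled profiles and the last at 10.9 h by spline. The last strongly activated group was raised by ACTH at 24 h by fry (p = 0.010), fgsea (0.0032) and with 14 groups (0.0031), and its call with AngII was kept by fgsea, with the replicate block and with 10 or 14 groups, and lost with estimated correlation (p = 0.14). The late groups with BTG2 siRNA lost theirs with estimated correlation (p = 0.36) and gave 0.28 by fry, which asks another question. fry tests a set against no change, and camera against the other genes. For genes higher at 6 h the odds ratio reversed to 0.857 (Fisher's exact p = 0.86).

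With single libraries left out, most counts stayed within 1.5 times. The ranges of those that did not were 0 to 4 genes at 0.25 h, 8 to 17 at 0.5 h, 19 to 33 at 0.75 h, 0 to 1 stabilized, 10 to 39 and 388 to 749 for AngII at 3 and 24 h, 0 to 11, 2 to 10 and 1 to 28 for the siRNA at 0, 6 and 24 h, and 1.45 to 5.81 for the odds ratio of late genes. In the time course these were the 0 h libraries, replicate 1 (0 genes at 0.25 h, 9 at 0.5 h and 19 at 0.75 h without it) and replicate 2 (0 and 8), and 0.5 h replicate 2 (8). Only 1 stabilized gene was called without 0.25 h replicate 1, 0.25 h replicate 2 or 24 h replicate 2. AngII at 3 h gave 10 without basal 3 h replicate 1, 12 without replicate 2 and 14 without AngII 3 h replicate 3, and AngII at 24 h 388 without AngII 24 h replicate 3. The siRNA counts at 0 h were 0 without either siRNA library of 0 h, 1 and 2 without mock 0 h replicate 1 and 2, and 6 without mock 24 h replicate 2. At 6 h they were 2 and 3 without siRNA 6 h replicate 1 and 2, 3 and 6 without those of mock 6 h, 7 and 5 without those of siRNA 24 h and 8 without either of mock 0 h. At 24 h they were 3 and 1 without siRNA 24 h replicate 1 and 2, 2 and 3 without those of mock 24 h and 7 without either of mock 0 h. The odds ratio was lowest without siRNA 24 h replicate 2 and highest without siRNA 24 h replicate 1.

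With the replicate number as a block (replicate block) the siRNA gave 96, 62 and 215 genes, and besides the calls given with the siRNA results it called EDEM1 (-0.36, adjusted p = 0.033), MBNL1 (-0.52, adjusted p = 0.0026), ADCY9 (-0.48, adjusted p = 0.021), SIK2 (-0.43, adjusted p = 0.033) and COL4A1 (-0.34, adjusted p = 0.018) at 24 h, and changed no other call of the genes named. In the time course the block gave 1830 genes at any time, 1805 of them shared with the 1819 without it, and 5 at 0.25 h. In primary cells it gave 632, 3819, 28 and 721 genes for ACTH at 3 and 24 h and AngII at 3 and 24 h, and for 4sU 8145. The pairing check found that same-numbered libraries did not deviate together throughout, with r from -0.0307 to 0.167 (median 0.0405 of 66 pairs of groups) in the time course, -0.0840 to 0.127 in primary cells and -0.0379 to 0.0355 for 4sU, so these libraries share a number only.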

Differences from the paper's values

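For the first strongly activated group the largest mean fold change was 58.5, and the paper's is about 20. No alternative was set for this value before the data were examined. With all AngII times pooled edgeR called 0 destabilized mRNAs, with 18 at an unadjusted p under 0.05. The paper gives 223, with a threshold its main text does not state (its supplemental methods were not available). None of the alternatives set before the data were examined closed this gap: the counts were 0 with at least 10 counts, without sample terms, at an adjusted p under 0.001 and without each of the 24 libraries in turn, 13 with only 3 to 8 h, 2 with only 24 h, 1 over all genes and 2 with separate normalization. A model with a term per time point, chosen after seeing the values, called 168, within 1.5 times of the paper's count. It also called 123 stabilized, so destabilized mRNAs were a smaller majority of its calls than the 84% of the paper. How many of the paper's own genes it drops is unknown, as the paper's list was not available.

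The correlation of precursor with mature changes was -0.00238 for STAR, the paper's being about 0.08, 0.663 for CYP21A2, the paper's being about 0.52, 0.834 for CYP11B1, the paper's being about 0.71 and 0.726 for CYP11B2, the paper's being about 0.57 (Fig. 3A, read by eye). No alternative was set for single genes before the data were examined. In primary cells 609 genes changed with ACTH at 3 h, and the paper shows about 320 in Supplemental Fig. 4B, read by eye, at the same threshold. Of the alternatives set before the data were examined, length offsets (404), only the 6 libraries of the comparison (319) and leaving out basal 3 h replicate 1 (468) came within 1.5 times of the paper's. No low count filter (792), other size factors (605), DESeq2 (696), the replicate block (632), a fold over 2 (191) and each of the other 17 libraries left out were not within it.

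The correlation of ACTH and AngII changes at 24 h was 0.656 and the paper's about 0.56 in Fig. 4C, read by eye. The alternatives set before the data were examined all differ from the paper's value too: 0.509 over all genes tested, 0.656 by DESeq2 and 0.629 to 0.673 with each library left out. Across times it was 0.202 for ACTH at 3 h with AngII at 24 h and 0.173 for ACTH at 24 h with AngII at 3 h, and the paper shows about 0.1 for each (Fig. 4C, read by eye), with no alternative set.

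Several statements of the paper on genes and groups differ from the values here. The paper places cyclic AMP and calcium signaling in the first strongly activated group, where 0 of 30 list members lay, while the third strongly activated (odds ratio 29.1, adjusted p = 0.046) and the second weakly activated group (odds ratio 8.57, adjusted p = 0.037) were enriched by Fisher's exact test. NR4A1 and NR4A2, which the paper names as members, are on another list here. It places the unfolded protein response in the second strongly activated group, where 0 members lay, against the second weakly activated group here (odds ratio 10.6, adjusted p = 0.021). Decay factors, which it places in the second strongly and second weakly activated groups, were enriched in the latter (adjusted p = 0.022) and not in the former (odds ratio 22.0, adjusted p = 0.34). Steroid synthesis, which it places in the third strongly and the third weakly activated groups, was enriched in the sixth strongly activated group (odds ratio 166, adjusted p = 0.0049), with 0 members in the third and no significant excess in the third weakly activated (odds ratio 23.5, adjusted p = 0.092). Groups were built anew and their numbers need not match the paper's. Destabilized mRNAs, which the paper finds overrepresented in weakly activated groups as well, were so in the fourth, sixth and seventh strongly activated groups by the model with a term per time point and in no weakly activated group (lowest Fisher's exact p there 0.20).

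The paper lists MBNL1, MSI2 and PEG10 among RNA-binding proteins changed by AngII in H295R cells, and no setting called them there (largest log2 changes 0.12, 0.37 and 0.28), while CPEB4, MBNL2, ZFP36 and ZFP36L2 were called. It finds the last strongly activated group raised by ACTH at 24 h in primary cells, where camera at a correlation of 0.01 gave p = 0.44, and fry against no change (p = 0.010), fgsea (0.0032) and 14 groups (0.0031) passed. The paper puts the peak of BTG2 mRNA later than 2 h, where it was highest here (5.24 against 4.67 at 3 h). It reports CYP11B2, CYP11B1 and STAR as higher with BTG2 siRNA by DESeq2, at a p under 0.05 whose adjustment its main text does not state (Fig. 6D). If it was unadjusted, CYP11B2 and STAR met it here too at 24 h (DESeq2, unadjusted p = 0.0020 and 0.035), and CYP11B1 did not (unadjusted p = 0.24). After adjustment over all genes DESeq2 called none of the 3, edgeR called CYP11B2 only without the low count filter (adjusted p = 0.0048), and STC1 passed by DESeq2 (adjusted p = 0.022).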

Other observations

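The regroupings of libraries are tests chosen after the results were seen, and the tests of a lag of mature RNA were chosen before. In primary cells ACTH changed the ion channels behind aldosterone output over 24 h. Of 8 channel and pump genes linked to primary aldosteronism 3 rose and 4 fell (the same over the list alone): the T-type calcium channel CACNA1H (log2 fold change 2.70, standard error 0.22, adjusted p = 1.3e-08), the chloride channel CLCN2 (1.59) and the leak channel KCNK3 (1.47) rose, and the L-type channel CACNA1D (log2 fold change -1.40, standard error 0.19, adjusted p = 1.0e-05) and the calcium pump ATP2B3 (-1.23) were among those that fell, with KCNJ5. AngII gave 3 up and 1 down, with CACNA1H (0.80), KCNK3 (0.68) and ATP2B3 (-1.15) in the directions of ACTH. Phosphatases that brake MAP kinases parted with ACTH, 5 up and 3 down of 14 (6 and 3 over the list alone), as DUSP16 (log2 fold change 1.97, standard error 0.13, adjusted p = 2.9e-10) and DUSP5 (1.19) rose and DUSP10 fell (-1.01).

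ACTH also lowered mitosis mRNAs and raised ribosomal protein mRNAs at 24 h, by small amounts. Of 25 mitosis genes 5 fell (6 over the list alone), among them the kinase TTK (-0.49), AURKB (-0.40), CCNA2 (-0.40) and BUB1B (-0.39), and 14 of 77 ribosomal protein genes (13 over the list alone) rose, such as RPS26 (0.83). Both sets passed camera and lost the call with estimated correlation (p = 0.43 and 0.58). Mitochondrial mRNAs gave 3 rises in 13, with MT-ND6 (0.83). FGF9 stayed high (log2 fold change 4.52, standard error 0.27, adjusted p = 8.4e-11), 1 of 3 growth factors up and 2 down of 19, and the chemokine CCL2 fell (-0.83), 1 of 3 falls in 15 cytokine genes. Markers of other cells gave 2 up and 1 down of 7 for macrophages, such as CD163 (1.14) and CD14 (-0.79), 2 down of 9 for fibroblasts, 1 up of 5 for smooth muscle and fat, and 0 of 6 for the medulla in edgeR.

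Destabilized and stabilized mRNAs of the model with a term per time point could arise from a lag of mature RNA behind its precursor at a constant rate, without any change in decay. Rates taken from the labeled to total ratio predicted a median interaction of -0.45 for 153 destabilized mRNAs, against -0.72 observed (median difference -0.25, 95% bootstrap interval -0.30 to -0.21), and 0.40 for 100 stabilized ones, against 0.57 (0.18, 0.11 to 0.21). The first difference passed the limit of -0.2 set for excluding a lag, but that limit took the rates as known, and the ratio gives them only up to a scale. At 2 times the rates the differences were -0.38 (-0.45 to -0.33) and 0.29 (0.26 to 0.35), both past the limit against a lag. At 0.5 times they were -0.10 and 0.03, and at 0.25 times 0.05 and -0.06. A lag and a change of decay, the biological explanation, cannot be told apart while the scale of the rates is unknown.

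In regroupings of 3 against 3 libraries, which make 10 splits and are too few for a share under 0.05, the real count and the highest other were 9324 and 0 for labeled against total RNA, 609 and 4 for ACTH at 3 h, 3682 and 0 for ACTH at 24 h, 29 and 4 for AngII at 3 h, 636 and 0 for AngII at 24 h, and 438 and 0 at 3 h and 2594 and 1 at 24 h for ACTH against AngII. For camera p of the second strongly activated group the real value and the lowest other were 2.7e-23 and 1.4e-05 with ACTH and 6.6e-10 and 3.2e-10 with AngII at 3 h, where 2 splits were as extreme, the real one included. For the last strongly activated group at 24 h they were 0.44 and 0.15 with ACTH, where 3 splits were as extreme, and 0.019 and 0.023 with AngII. For genes changed in any comparison the real count was 4131 and the highest of the other 59 of 60 splits drawn 3134, so chance can be excluded there.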
